# Genome-wide transcriptome analysis reveals equine embryonic stem cell-derived tenocytes resemble fetal, not adult tenocytes

**DOI:** 10.1186/s13287-020-01692-w

**Published:** 2020-05-19

**Authors:** Y. Z. Paterson, A. Cribbs, M. Espenel, E. J. Smith, F. M. D. Henson, D. J. Guest

**Keywords:** Embryonic stem cells (ESCs), Fetal tenocytes, Scar tissue, Transcriptome analysis, Tendon regeneration

## Abstract

**Background:**

Tendon injuries occur frequently in human and equine athletes. Treatment options are limited, and the prognosis is often poor with functionally deficient scar tissue resulting. Fetal tendon injuries in contrast are capable of healing without forming scar tissue. Embryonic stem cells (ESCs) may provide a potential cellular therapeutic to improve adult tendon regeneration; however, whether they can mimic the properties of fetal tenocytes is unknown. To this end, understanding the unique expression profile of normal adult and fetal tenocytes is crucial to allow validation of ESC-derived tenocytes as a cellular therapeutic.

**Methods:**

Equine adult, fetal and ESC-derived tenocytes were cultured in a three-dimensional environment, with histological, morphological and transcriptomic differences compared. Additionally, the effects on gene expression of culturing adult and fetal tenocytes in either conventional two-dimensional monolayer culture or three-dimensional culture were compared using RNA sequencing.

**Results:**

No qualitative differences in three-dimensional tendon constructs generated from adult, fetal and ESCs were found using histological and morphological analysis. However, genome-wide transcriptomic analysis using RNA sequencing revealed that ESC-derived tenocytes’ transcriptomic profile more closely resembled fetal tenocytes as opposed to adult tenocytes. Furthermore, this study adds to the growing evidence that monolayer cultured cells’ gene expression profiles converge, with adult and fetal tenocytes having only 10 significantly different genes when cultured in this manner. In contrast, when adult and fetal tenocytes were cultured in 3D, large distinctions in gene expression between these two developmental stages were found, with 542 genes being differentially expressed.

**Conclusion:**

The information provided in this study makes a significant contribution to the investigation into the differences between adult reparative and fetal regenerative cells and supports the concept of using ESC-derived tenocytes as a cellular therapy. Comparing two- and three-dimensional culture also indicates three-dimensional culture as being a more physiologically relevant culture system for determining transcriptomic difference between the same cell types from different developmental stages.

## Background

Exercise-induced tendon injuries occur commonly and account for 30–50% of all sporting injuries [1]. The Achilles tendon (AT) is particularly vulnerable to injury, along with knee and rotator cuff tendons [2]. AT injuries in humans have remarkable similarities with superficial digital flexor tendon (SDFT) injuries in horses [2, 3]. Both the AT and SDFT serve not only to connect skeletal muscle to bone, but also provide a means of energy-storing to facilitate high-speed locomotion, a function for which no other animal model possesses [3]. Given the less demanding regulatory framework for biological treatments in animals and relative ease of access to equine tissue, the horse is one of the most scientifically sound animal models for studying such injuries [3].

Healing in both human and equine tendon is often prolonged, with injuries undergoing poor natural regeneration and instead healing via fibrotic scar tissue formation. This fibrosis pre-disposes the tissue to high re-injury rates of up to 67% in racehorses and 31% in human athletes [3, 4]. Fetal tendon injuries on the other hand are capable of regenerating without scar tissue formation [5] in a process which is intrinsic to the fetal tendon cells themselves, as fetal tendons transplanted into an adult environment retain their regenerative capacity [6]. This fetal regenerative response has also been observed in other tissues and may be controlled at the cellular level [7–13].

The remarkable healing capacity of fetal cells has driven investigations into their use as a cellular therapy. Fetal skin and tendon progenitor cells are already being tested in clinical trials [14–17]. However, access to human fetal tissue is an issue when considering the use of such treatments in clinical practice. Requirements for parental consent and recent changes in the US federal government’s policies on using human fetal tissue from elective abortions [18] means that sources of fetal tissue are limited. Furthermore, in order to obtain enough cells for transplantation, cells must be serially passaged on tissue culture plastic, which can lead to an altered cellular phenotype due to in vitro selective pressures [19–23]. Regenerative medicine methodologies which mimic fetal-like regeneration are therefore required.

Adult-derived mesenchymal stromal cells (MSCs) are being used in the veterinary field [24]. To date, various MSC sources have been investigated, with companies now offering “off the shelf” MSCs to be used allogeneically in horses [25, 26]. Early phase clinical trials have also been conducted in humans using autologous MSCs for treating rotator cuff disease [27]. However, questions regarding their efficacy remain, and the concept of how MSCs function has changed considerably over the years [28]. MSCs were initially thought to migrate to the injury site, differentiate into functional cells and engraft into the injured tissue. However, the survival rate of injected MSCs is poor [29–31] and it is now hypothesised that MSCs may instead work via modulation of the inflammatory environment [32, 33].

Embryonic stem cells (ESCs) present another potential therapeutic option as they can differentiate into derivatives of all three germ layers, be propagated extensively in culture with manual passaging whilst maintaining a stable karyotype [34–36] and have a degree of immune privilege [32, 37–39]. We have previously isolated and characterised equine ESCs and demonstrated that when injected into the injured horse tendon, they exhibit a high survival rate, express tendon-associated markers and do not illicit an immune response within a 90-day study period [29, 40–42]. However, the long-term survival/rejection of these cells is unknown, and studies in human and mouse models have indicated a high likelihood of teratoma formation based on injection into other transplantation sites [43]. To avoid this risk, strategies to induce human and mouse ESCs towards the appropriate lineage prior to clinical application have been investigated [44–49].

Equine ESCs differentiate into tenocytes in vitro in response to transforming growth factor-β3 (TGF-β3) and three-dimensional (3D) culture [42, 50, 51]. Similarly, human ESCs have been differentiated into tenocytes in vitro [52, 53]. Transplantation of differentiated ESC-derived 3D fibrin tendon gels into rat patella tendon injury models has indicated that ESC-tenocytes secrete a number of fetal tendon matrix and differentiation factors [52], highlighting the potential role ESC-tenocytes may play in tissue regeneration. However, to date, a full transcriptional characterisation of ESC differentiated tenocyte progeny has not been performed. In this study, next-generation sequencing was performed using equine fetal, adult and ESC-tenocytes cultured in 3D allowing for comparison of their transcriptomic profiles. 3D culture was also compared to its typical two-dimensional (2D) counterpart to highlight the detrimental effects of culturing cells in conventional monolayer systems.

## Materials and methods

### Tenocyte cell culture

Tendons were processed with the approval of the Animal Health Trust ethical review committee (AHT02_2012) as previously described [50]. Tenocytes were isolated post-mortem from healthy SDFTs of eight adult Thoroughbred horses (2–10 years) that were euthanised for reasons unrelated to this project, and from tendons of seven fetuses at 271, 289, 316, 319, 320, 321 and 340 days of gestation which had undergone spontaneous abortion. Briefly, dissected tissue was digested overnight at 37 °C in 1 mg/ml collagenase (Sigma, Poole, Dorset, UK) solution. Cells were expanded in Dulbecco’s modified Eagle’s Medium (DMEM) (Gibco, Invitrogen, Carlsbad, CA, USA) with 10% fetal bovine serum (FBS) (Gibco), 1% penicillin-streptomycin (P/S) (Gibco) and 2 mM l-glutamine (LQ) (Gibco). Culture conditions were maintained at 37 °C in 5% CO_2_, with medium being replaced every 2–3 days. Once cells reached 80% confluency, they were passaged using 0.25% trypsin/EDTA (Sigma).

### Embryonic stem cell culture

Three lines of previously characterised ESCs [40, 41], isolated from three different embryos, were used. ESCs were maintained at 37 °C in 5% CO_2_ on a mitotically inactivated mouse embryonic fibroblast layer as previously described [40, 41]. Briefly, cells were cultured in DMEM/F12 containing 15% FBS (Gibco), 2 mM LQ, 1% non-essential amino acids, 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol (all from Invitrogen, Renfrewshire, UK) and 1000 U/ml leukaemia inhibitory factor (LIF) (Cambridge University, Biochemistry Department, UK). ESCs were passaged mechanically every 5–7 days in the presence of 2 μM Thiazovivin (StemGent, Cambridge, MA, USA), with medium replaced daily.

### Three-dimensional cell culture and ESC differentiation

3D cell culture was conducted as previously described [50, 54] on silicon-coated six-well plates (Sylgard 184 Silicone elastomer; Dow Corning) with pairs of 0.2-mm-diameter minutien pins (Interfocus fine science tools) embedded at 15 mm distances. Tenocytes were suspended (4 × 10^5^ cells/ml) in a chilled mixture of eight parts PureCol (Bovine collagen type I; Advanced Biomatrix, Carlsbad, CA, USA) to 2 parts medium (pH adjusted from 7.2 to 7.6 with 1 M sodium hydroxide), with 200 μl being pipetted around each pair of pins before allowing to set at 37 °C for 60–90 min. Once set, 3 ml of tenocyte medium was added to each well. For tendon differentiation, mechanically passaged clumps of ESCs were used to prepare three-dimensional constructs at the same cell density and were cultured in ESC medium without LIF, a protocol which our group has shown is sufficient to promote tenogenic differentiation in equine ESCs [50]. 3D cultures were maintained for 14 days with the medium changed every 3–4 days. ImageJ software (National Institutes of Health) was used for contraction analysis with values displayed as a percentage of the day 0 value.

### RNA isolation

Three lines of fetal, adult and ESC-tenocytes cultured in 3D and adult and fetal tenocytes cultured in 2D were used in the RNA-sequencing experiments. The 2D samples, although processed in parallel, are available through NCBI GEO, (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE132358 [39]. Tenocytes were used between passages (P) 3 and P8. Differentiated ESCs were used between P12 and P22. Quantitative PCR (qPCR) validation of the RNA-sequencing data was conducted using eight lines of adult tenocytes and seven lines of fetal tenocytes. RNA was harvested in 1 ml Tri-reagent (Sigma) per six to nine gel constructs for 3D-cultured cells or per 10 cm^2^ plate for 2D-cultured cells. RNA was extracted and purified using a RNeasy mini kit (Qiagen, Manchester, UK). The Ambion DNA-free kit was used to remove any contaminating DNA (Life Technologies, Paisley, UK). RNA concentration was measured using a Nanodrop (ThermoFisher, Loughborough, UK). RNA integrity was confirmed on an Agilent 2200 Tapestation by an external provider (Cambridge Genomics, Cambridge, UK), with RNA Integrity Number (RIN/RINe) values of 9.1–10 obtained.

### RNA sequencing

mRNA library prep and sequencing was performed by external providers (Edinburgh Genomics, Edinburgh, UK and Otogenetics, Atlanta, USA) using a TruSeq stranded mRNA kit (Illumina, Cambridge, UK) or Clonetech Smart cDNA kit (Clonetech laboratories, CA, USA) and the NovaSeq6000 (Illumina) and Illumina HiSeq2500, respectively. Twenty million reads of approximately 100 base pair paired-end were generated per sample. FASTQC and FASTQ Screen (Babraham Bioinformatics, Cambridge, UK) were used on the FASTQ files to ensure quality. Reads were aligned to the Ensemble version v96 EquCab 3.0 transcriptome using the pseudoaligner Salmon [55] with GC-bias correction (-gcBias) in Quasi-mapping based mode. Tximport [56] was used to import the gene-level abundance data into R (v.3.5.2) and R/Bioconductor DSeq2 (v.1.22.2) used to conduct differential expression analysis as described in Love et al. [57], with batch correction applied. Genes with Log2FC of ± 2 and adjusted *p* value (p-adj) of < 0.01 were considered differentially expressed (DE). Gene Ontology (GO) analysis was performed using Panther (http://www.pantherdb.org/), with a false discovery rate (FDR) of < 0.05 being defined as significantly enriched. Pathway analysis was performed using Gene Analytics from the LifeMap’s GeneCards Suite (http://geneanalytics.genecards.org) with entity scores of > 13 being classed as highly enriched.

### cDNA synthesis and quantitative PCR

One microgram of RNA was reverse transcribed using the SensiFAST cDNA Synthesis Kit (Bioline, London, UK). Reactions lacking the reverse transcriptase were carried out to ensure no genomic DNA contamination. Equine gene-specific primers were designed using NCBI Primer-Blast (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) (Additional file 1: Table S1). qPCR was carried out on the Bio-Rad C1000 Touch Thermal Cycler (Bio-Rad), using supermix containing SYBR Green (Bioline). qPCR cycling parameters were 95 °C for 10 min, followed by 45 cycles of 95 °C for 15 s, 60 °C for 15 s and 72 °C for 15 s. Reactions were quantified relative to 18s rRNA housekeeping gene [58], whose stability was determined using RefFinder [59] (data not shown). The relative gene expression was calculated using: 1/2^ΔΔCT^ [60]. Statistical significance in mean gene expression was determined using a Student’s *t* test.

### Serial passaging effects

Three lines of adult tenocytes were isolated and passaged ten times in 2D culture, with RNA extracted at every passage to measure *COL1A2*, *SCX*, *THBS4* and *TNMD* gene expression via qPCR. Statistical significance was tested using linear regression analysis using R (v.3.5.2).

### Histology and immunocytochemistry on sectioned 3D constructs

Three lines of adult, fetal and ESC-tenocyte 3D constructs were embedded in OCT compound (VWR) and snap-frozen in liquid nitrogen-cooled isopentane. Eleven-micrometre-thick, longitudinal sections were cut using a cryostat, fixed for 10 min in 100% acetone and stored at − 20 °C. Sections were used for haematoxylin and eosin (H&E) and Picro Sirius Red staining (ab150681, Abcam, Cambridge, UK).

For immunocytochemistry, sections were blocked in 2.5% normal horse serum (Vector Laboratories, Peterborough, UK) for 20 min before incubating with primary antibodies overnight at 4 °C, with subsequent detection using fluorescently labelled secondary antibody. Antibodies were used at optimised concentrations in 2.5% normal horse serum (Vector Laboratories) (Additional file 1: Table S2). Colorimetric images were captured using the Olympus IMT2-SFR inverted microscope, with polarising filters added for visualising Picro Sirius Red staining (Abcam). Fluorescence images were captured using the Zeiss Axioplan 2 imaging suite. Subsequent images were analysed qualitatively.

### Immunocytochemistry on 2D coverslips

Three lines of adult and fetal tenocytes were cultured on gelatin-coated (Sigma) coverslips in 1% serum medium and 24 h later incubated with or without the addition of 5 ng/ul TGFβ-3 (Peprotech, London, UK) for 30 min before fixing for 20 min in 3% paraformaldehyde. Cells were permeabilised in 0.1% triton-X-100 for 1 h. Primary and secondary antibody incubations were done as above for 3D-cultured cells (Additional file 1: Table S2).

### Migration assay

Four biological lines of adult and fetal tenocytes were treated with 10 μg/ml of mitomycin C (Sigma) at 37 °C for 2 h to inhibit cell proliferation prior to culture in 1% serum medium. Following mitomycin C treatment, 3.82 × 10^4^ cells were plated into each well of a 24-well Transwell® plate, pore diameter 8 μm (Corning Incorporated, NY, USA). Growth factors (5 ng/ul TGFβ-3, 10 ng/ml bFGF, 5 ng/ml PDGF, 10 ng/ml and 5 ng/ml, respectively, bFGF + PDGF, 100 ng/ml IGF-1 (Peprotech)) were added to the lower well for 24 h of culture. The inserts were fixed for 20 min at room temperature in 3% paraformaldehyde and washed 3 times in PBS and the cells on the upper membrane were removed with a cell scraper (ThermoFisher). The remaining cells (on the lower side of the membrane) were stained for 10 min in 1% crystal violet solution (Sigma), and five images at × 4 magnification and nine images at × 10 magnification were taken on an EVOS XL Core Cell Imaging System (ThermoFisher). Image analysis was performed using ImageJ software with the average cell coverage being calculated and statistically significant effects being determined via a Student’s *t* test.

## Results

### Serial passaging of equine tendon cell alters gene expression

The effect of serial passaging on the expression of four tendon-associated genes, *COL1A2*, *SCX*, *THBS4* and *TNMD*, in equine tenocytes was measured in this study. *COL1A2* expression was variable with passaging, with a significant difference from P0 only being observed at P6 and P7 (*p* value = 0.0256 and 0.0027, respectively) (Additional file 2: Figure S1A). *SCX* expression at P0 was significantly higher than from P4 through to P10 (*p* values all < 0.05) (Additional file 2: Figure S1B). However, *SCX* levels did not change beyond P4 with further passaging. *THBS4* at P0 was significantly higher than from P1 through to P10 (*p* values all < 0.05) (Additional file 2: Figure S1C). However, *THBS4* levels did not change beyond P4 with further passaging. *TNMD* at P0 was significantly higher than at P1 through to P10 (*p* value = 0.009). However, TNMD expression did not change beyond P1 with further passaging (Additional file 2: Figure S1D).

### Cellular characterisation of adult, fetal and embryonic tenocytes cultured in 3D reveals no quantitative or qualitative differences

We have previously demonstrated that equine ESCs can differentiate into tenocytes in both 2D and 3D culture, showing increased differentiation in 3D [50]. 3D constructs cultured for 14 days showed no significant differences in the degree of contraction between cell types (data not shown). Collagen fibre alignment or cell distribution between cell types was also not qualitatively different (Fig. 1a and Additional file 2: Figure S2). Picro Sirius Red staining similarly indicated that the relative staining of type I collagen to type III collagen was not qualitatively different between cell types (Fig. 1a and Additional file 2: Figure S2).

**Fig. 1:**
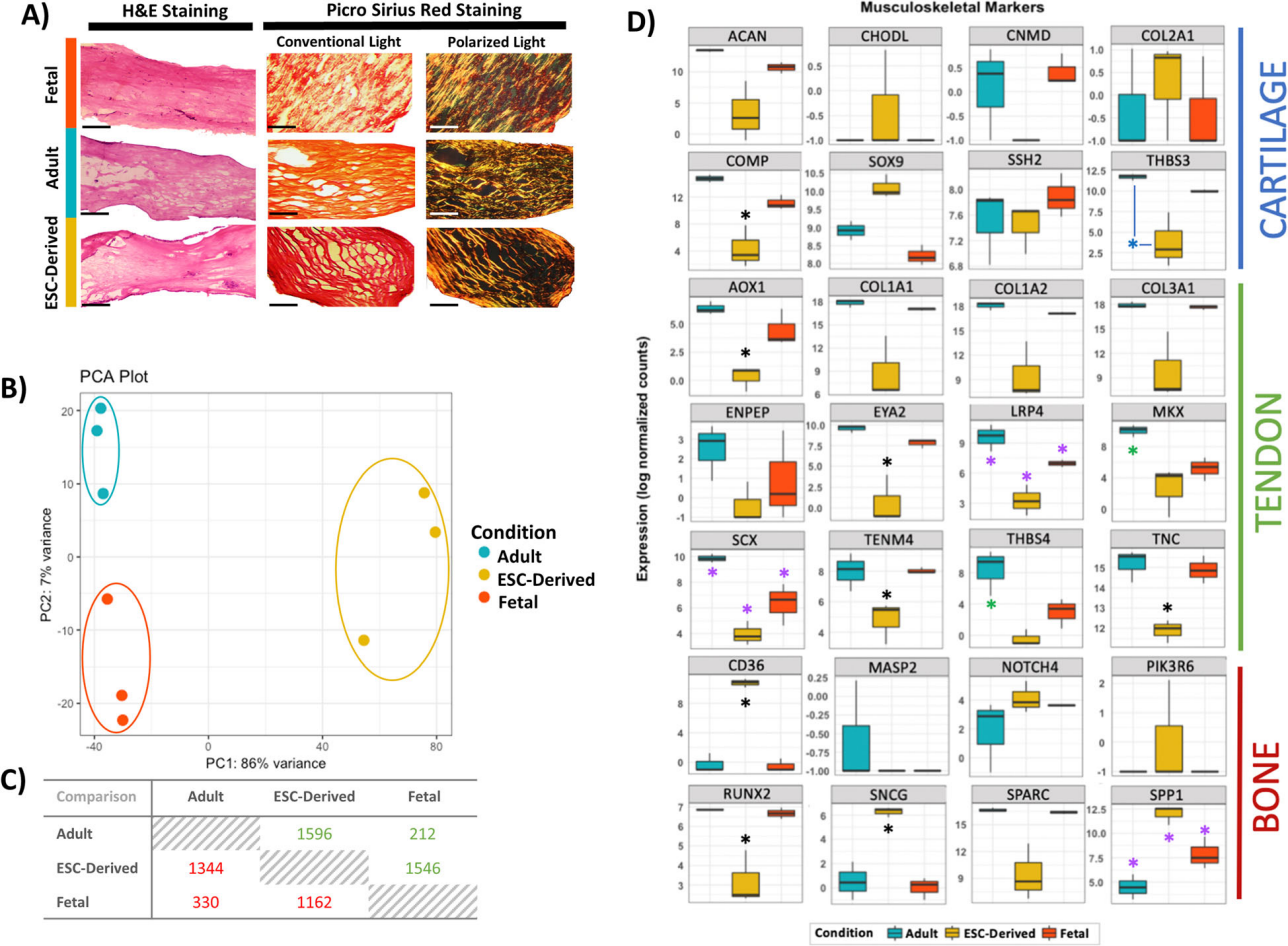
Morphological and transcriptomic comparison of adult, fetal and ESC-tenocytes. **a** Haematoxylin and eosin (H&E) and Picro Sirius Red staining of adult, fetal and ESC-derived 3D constructs. All cell types show similar collagen fibre alignment and collagen content within the constructs after 14 days of culture. Scale bar for H&E = 0.5 mm. Scale bar for Picro Sirius Red = 250 μm. Images shown are representative of three biological repeats. Under light microscopy, all collagen fibres are red following Picro Sirius Red staining, under polarised microscopy collagen type I fibres have yellow-orange birefringence and collagen type III fibres have green birefringence. **b** Principle component analysis of gene expression data profiling three biological lines of 3D cultured adult, fetal and ESC-tenocytes. **c** Matrix of up (green) and down (red) regulated genes for each of the pairwise comparisons. Values represent the number of up- and downregulated genes based on an adjusted *p* value of < 0.01 and a Log2FC of ± 2. **d** Boxplots of gene expression of cartilage, tendon and bone markers in adult (teal), fetal (orange) and ESC-tenocytes (yellow). *Y*-axis shows the gene expression in terms of the log normalised counts. Significant differences are depicted by an asterisk (*) with black asterisks representing a significant difference between the ESC-tenocytes and both the adult and fetal tenocytes, blue asterisks representing a significant difference between the ESC-tenocytes and adult tenocytes only, green asterisks representing a significant difference between the adult tenocytes and both the ESC and fetal tenocytes and purple asterisks representing a significant difference between all three groups

### Embryonic tenocytes cultured in 3D are transcriptomically more similar to fetal than adult tenocytes but represent a unique population

Gene expression profiles obtained by RNA sequencing of the entire equine genome yielded 6190 DE genes in total across the three 3D-cultured cell type comparisons (Log2FC of ± 2 and p-adj of < 0.01) (Fig. 1c). 

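RNA was sequenced from constructs kept in 3D culture for 14 days, with 3 lines each of adult tenocytes, fetal tenocytes and ESC-tenocytes and 1 library per line. The adult lines CD, TB130911 and TB250718B were at passages 4, 6 and 4. The fetal lines 271d, 319d and 320d, named for their days of gestation, were at passages 5, 8 and 4, and the ESC lines HJ, IG and PW at passages 12, 16 and 14. The authors estimated the number of reads from each gene with Salmon and tximport and deposited these estimated counts without normalisation, for 21689 genes listed by Ensembl identifier. Total counts were 11109492 (CD), 20411868 (TB130911) and 18536676 (TB250718B) in the adult lines. They were 19801323 (271d), 20705852 (319d) and 10568491 (320d) in the fetal lines, and 9412112 (HJ), 10772461 (IG) and 8965593 (PW) in the ESC-tenocytes. The counts were rounded to whole numbers, and 13197 genes passed edgeR's filterByExpr. All 9 libraries were fitted together with TMM normalisation and edgeR's quasi-likelihood test, with a term for batch. The methods state that batch correction was applied and name 2 sequencing providers, but the paper's text does not assign the libraries to batches. The 2 batches used here were inferred as the split of the libraries that brought fold changes closest to those in Additional file 3. In that split 271d, 319d, TB130911 and TB250718B form batch 1 and the other 5 libraries, including every ESC-tenocyte library, form batch 2. A gene was counted as DE with a log2 fold change of 2 or more in either direction and a Benjamini-Hochberg adjusted p under 0.01. Over the 3 comparisons this gave 4248 DE genes, with a gene counted once in each comparison in which it passed. Among the settings chosen before the data were examined, this total was lowest with only the 2 groups compared (1619) and highest without a fold change threshold (7083). DESeq2, the tool named in the methods, gave 6279. Leaving out adult line CD gave 1760 and leaving out fetal line 320d gave 1714.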

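Principal components were computed from DESeq2 variance-stabilised counts of the 500 most variable genes, without removing batch. PC1 held 87.2% of the variance and PC2 6.67%. On PC1 the ESC-tenocytes scored 92.8 (HJ), 88.6 (PW) and 61.7 (IG). The 6 adult and fetal libraries lay between -45.1 and -35.0 on this component. On PC2 the adult libraries scored from 9.15 to 22.4 and the fetal libraries from -24.1 to -5.95, so that these groups did not overlap. ESC line IG lay apart from the other ESC lines on both components, at -15.7 on PC2 against 4.81 (HJ) and 10.6 (PW). With all 13197 filtered genes in place of 500, the share on PC1 fell to 78.0%. With each library left out in turn it lay between 81.5% and 89.9%. ESC-tenocytes stayed apart on PC1, and adult from fetal tenocytes on PC2, in each of these fits. No test was made on the components.

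**Figure D1:**
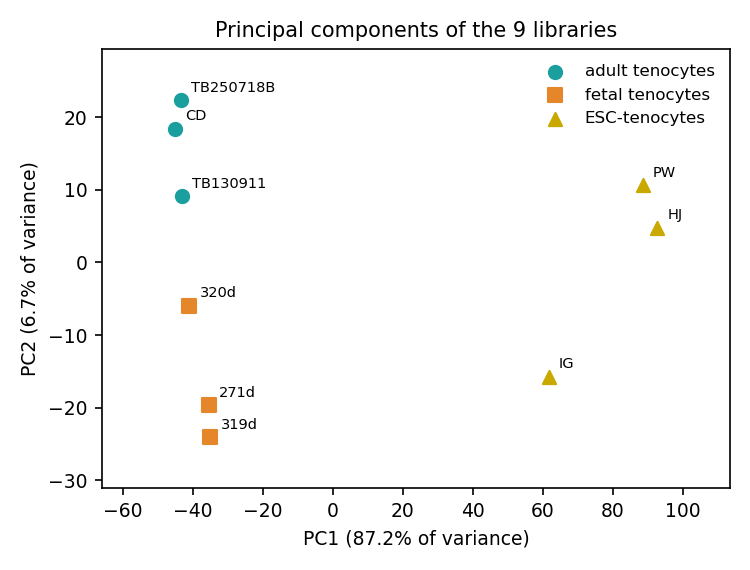
Scores of the 9 libraries on PC1 and PC2 (variance-stabilised counts, 500 most variable genes), with 1 point per line. The ESC-tenocytes lie between 61.7 and 92.8 on PC1 and the adult and fetal tenocytes between -45.1 and -35.0.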

Principle component analysis (PCA) showed clear segregation of the three cell types, with the greatest variance on PC1 separating the ESC-tenocytes from the adult and fetal tenocytes (Fig. 1b). 

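Between adult and fetal tenocytes 21 genes were DE in edgeR's quasi-likelihood test, 9 higher and 12 lower in adult tenocytes. Between adult and ESC-tenocytes 2284 genes were DE, 1253 of them higher in adult tenocytes. Between fetal and ESC-tenocytes 1943 genes were DE, 1053 of them higher in fetal tenocytes. The adult and fetal values of all 21 genes did not overlap, a pattern that chance gives for 10% of genes in groups of 3 and that 29.7% of the tested genes showed. The count of 21 sat at a step of the adjustment, since 16 of these genes shared the same adjusted p of 0.00975. With DESeq2's Wald test on the same genes and design, 565 genes were DE between adult and fetal tenocytes (230 higher, 335 lower), including all 21. DESeq2 gave 2946 genes between adult and ESC-tenocytes and 2768 between fetal and ESC-tenocytes. The estimated fold changes hardly differed between the tools, with a median absolute difference of 0.0173 on the log2 scale. Without the batch term edgeR gave 10, 2722 and 2545 DE genes in the 3 comparisons. Within inferred batch 1, which holds a pair of adult and a pair of fetal lines, no gene was DE, although 3331 genes had an unadjusted p under 0.05. Inferred batch 2 holds 1 adult and 1 fetal library, so that no test against the ESC-tenocytes was made within it. With 1 library left out, the adult against fetal count fell to 1 (without TB130911), 2 (without 271d, HJ or PW), 3 (without TB250718B or 319d), 4 (without CD) and 5 (without 320d), and was 15 without IG. Leaving out adult line CD lowered the adult against ESC count to 622 and the fetal against ESC count to 1134. Leaving out fetal line 320d lowered them to 1427 and 282, and leaving out ESC line HJ lowered the fetal against ESC count to 1275. Among the genes DE between adult and fetal tenocytes in both tools, ENSECAG00000005573 was at 71.9 ± 16.5 CPM (SD, n = 3) in adult and 2.19 ± 0.258 CPM (SD, n = 3) in fetal tenocytes. Its log2 fold change was 5.03 (standard error 0.21, adjusted p = 0.000408 from edgeR's quasi-likelihood test). ENSECAG00000016797 was at 0.308 ± 0.0763 CPM (SD, n = 3) in adult and 7.58 ± 1.67 CPM (SD, n = 3) in fetal tenocytes, a log2 fold change of -4.59 (standard error 0.20, adjusted p = 0.000408 from the same test). Both were chosen after their values were seen, as the genes with the smallest p in each direction. The deposited counts do not pair the identifiers with gene names.

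**Figure D2:**
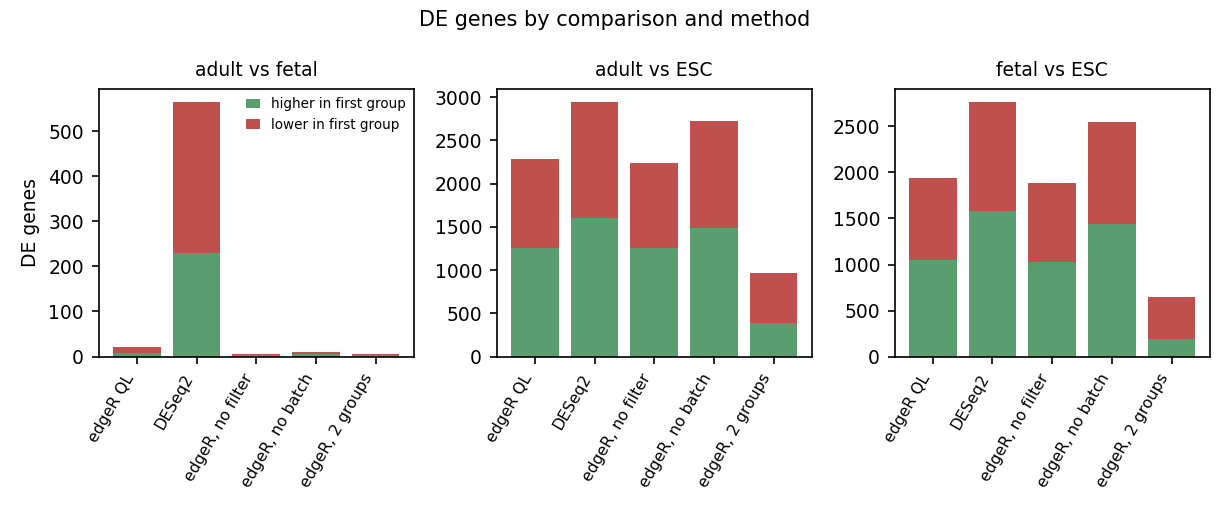
Numbers of DE genes in each of the 3 comparisons (bars from 0, higher and lower in the first group stacked, with a separate axis for each comparison) with edgeR's quasi-likelihood test (edgeR QL), DESeq2 and edgeR without the low-count filter, without the batch term or with only the 2 groups compared. Between adult and fetal tenocytes the count is 21 with edgeR and 565 with DESeq2.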

Of the 21,689 mapped genes, 542 genes were DE between the adult and fetal tenocytes, 2940 genes were DE between the adult and ESC-tenocytes and 2708 genes were DE between the fetal and the ESC-tenocytes. Gene-level summaries can be found in Additional file 3.

To further identify the cells as being tenocytes, a panel of 28 musculoskeletal-associated genes identified from the current literature [61–65] were examined. ESC-tenocytes expressed all tendon-associated genes, however, at lower levels compared to adult and fetal tenocytes (Fig. 1d). 

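The deposited counts list Ensembl identifiers alone. ENSECAG00000000336 was taken as COMP because it is the single row of the part of Additional file 3 read here, 1999 of 21689 rows, whose values match both log2 fold changes printed for COMP in Fig. 3B. Its expression was 2139 ± 804 CPM (SD, n = 3) in adult, 201 ± 161 CPM (SD, n = 3) in fetal and 5.90 ± 9.44 CPM (SD, n = 3) in ESC-tenocytes. Among the ESC-tenocytes, line IG had 177 counts, HJ 7 and PW 2. The adult to ESC log2 fold change was 9.22 (standard error 1.88, adjusted p = 0.00657 from edgeR's quasi-likelihood test). Of the 9 fits that each left out 1 library, only those without IG or PW kept this call in edgeR, with log2 fold changes from 8.40 (without 320d) to 12.89 (without IG) and adjusted p-values up to 0.0394 (without CD). It was lost too with only the 2 groups compared (0.036) and in glmTreat against a log2 fold change of 1 (0.0118). DESeq2 called this comparison (adjusted p = 6.36e-08), as did all 9 of its fits that left out 1 library (at most 0.000314), added after the data were seen. Over all alternatives the adjusted p ranged from 3.45e-59 to 0.0394. The fetal to ESC log2 fold change was 5.50 (standard error 1.58, adjusted p = 0.0263 from the same test), which did not pass 0.01. Without line IG it was 9.18 (adjusted p = 0.00045 from edgeR's quasi-likelihood test), and DESeq2 called it with all lines (adjusted p = 0.0018) but not without 320d (0.233) or HJ (0.0126). Over all alternatives for this comparison, some of them added after the data were seen, the adjusted p from edgeR or DESeq2 ranged from 3.23e-30 to 0.28. Between adult and fetal tenocytes the log2 fold change was 3.71 (standard error 1.43, adjusted p = 0.18 from edgeR's quasi-likelihood test). Over all alternatives this adjusted p ranged from 2.41e-13 to 0.615, and DESeq2 called the gene without IG (2.41e-13) and without PW (0.00234), fits added after the data were seen. In edgeR's quasi-likelihood test with only these 2 groups, the log2 fold change was 3.73 (standard error 0.56, adjusted p = 0.0249). Without IG it was 3.71 (standard error 0.56, adjusted p = 0.02 from the same test). For COMP the standard error of 1.43 thus came largely from the ESC lines, which share the estimate of spread. The lines of each pair of groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 lines against 3 allow).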

Of the eight cartilage genes, only *COMP* and *THBS3* showed significant differences between the cell types, with both markers having the lowest expression in ESC-tenocytes. The bone genes *CD36*, *SNCG* and *SPP1* were expressed significantly more in the ESC-tenocytes, but *RUNX2* was expressed at a significantly lower level in the ESC-tenocytes.

To better understand the differences between fetal and adult tenocytes, a heatmap was constructed of the top 30 DE genes. This resulted in dendrogram clustering of the fetal tenocytes with the ESC-tenocytes, with 21 out of the 30 genes showing a more similar expression pattern than with adult tenocytes (Fig. 2a). 

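Of the genes ranked by p between adult and fetal tenocytes, only the 21 that passed the DE threshold in edgeR could be used in place of 30. For each gene the mean log2 CPM of the ESC-tenocytes, adjusted for inferred batch, was set against the adult and fetal means. In 13 of the 21 genes (61.9%) it was nearer the fetal mean, which did not differ from an even share (exact binomial test across genes, two-sided p = 0.383). Over all 13197 tested genes 57.2% were nearer the fetal mean. Of the 12 genes lower in adult tenocytes 10 were nearer the fetal mean, against 3 of the 9 genes higher in adult tenocytes. The order was the opposite among the 565 genes DE in DESeq2, with 183 of 335 genes lower in adult tenocytes (54.6%) and 162 of 230 genes higher (70.4%) nearer the fetal mean. With the 30 genes of smallest p in DESeq2, 22 genes (73.3%) were nearer the fetal mean (exact binomial test, two-sided p = 0.0161). Genes are not independent of each other, so these p-values describe the lists and not the lines. In DESeq2, other splits of the 6 adult and fetal libraries into 3 and 3 gave uneven shares too. With CD, 319d and 320d as the first group, the ESC-tenocytes were nearer the second in 1 of 30 genes. With CD, TB250718B and 320d it was 5 of 24, with CD, 271d and 319d 4 of 17 and with CD, 271d and 320d 2 of 12. The remaining splits gave 6 genes or fewer. In the splits named here the ESC-tenocytes leaned to the first group. Where that group held CD and 320d, it held both tenocyte lines of inferred batch 2, the batch of all ESC-tenocyte libraries. Where it held 271d or 319d, fetal lines outnumbered adult lines in it, so a real nearness to fetal tenocytes could give such a share. These splits are thus no neutral comparison, and an uneven share alone does not single out the real grouping. Clustering of the libraries by Pearson correlation of the genes' z-scores placed the fetal tenocytes with the ESC-tenocytes, apart from adult tenocytes, for both lists. The genes were chosen from these libraries to differ between adult and fetal tenocytes, so that the parting of these groups is no separate evidence. Leaving out ESC line IG gave 8 of 15 genes. The other fits that left out 1 library gave from 1 to 5 genes past the threshold, all of them nearer the fetal mean without TB130911 (1 gene), TB250718B (3 genes), 271d, HJ or PW (2 genes each).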

Cluster 1 highlights six genes which are highly upregulated in adult tenocytes, whereas clusters 4 and 5 show 15 genes which are highly downregulated in adult tenocytes. Two clusters, 2 and 3, consisting of 9 genes in total, show a more closely related expression between ESC-tenocytes and adult tenocytes. 

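The 21 genes past the DE threshold between adult and fetal tenocytes in edgeR's quasi-likelihood test were too few for longer lists, which were taken from DESeq2's ranking, a choice made after the data were seen. The ESC-tenocytes were nearer the fetal than the adult mean in 69 of the top 100 genes, 142 of the top 200 and 306 of the top 500. These are 69.0%, 71.0% and 61.2% of the genes (exact binomial tests across genes, two-sided p = 0.000183, 2.58e-09 and 6.23e-07). In all 565 genes the share was 61.1%. Among tested genes with a log2 fold change of 1 or more, whatever their p, it was 60.8%. With edgeR's ranking and a log2 fold change of 2 but no threshold on adjusted p, the shares in the top 100, 200 and 500 genes were 70.0%, 69.5% and 59.0%. The p-values are against an even share and not against the share among all tested genes. At each of these sizes the libraries clustered with fetal and ESC-tenocytes together and adult tenocytes apart. The lists of each ranking are nested and were chosen from these libraries for a difference between adult and fetal tenocytes. That these groups parted at each size is therefore no separate evidence, and other splits of the lines were not clustered.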

Heatmaps of the top 100, 200 and 500 genes were also constructed and resulted in similar dendrogram clustering of the fetal tenocytes with the ESC-tenocytes (Additional file 2: Figure S3).

**Fig. 2:**
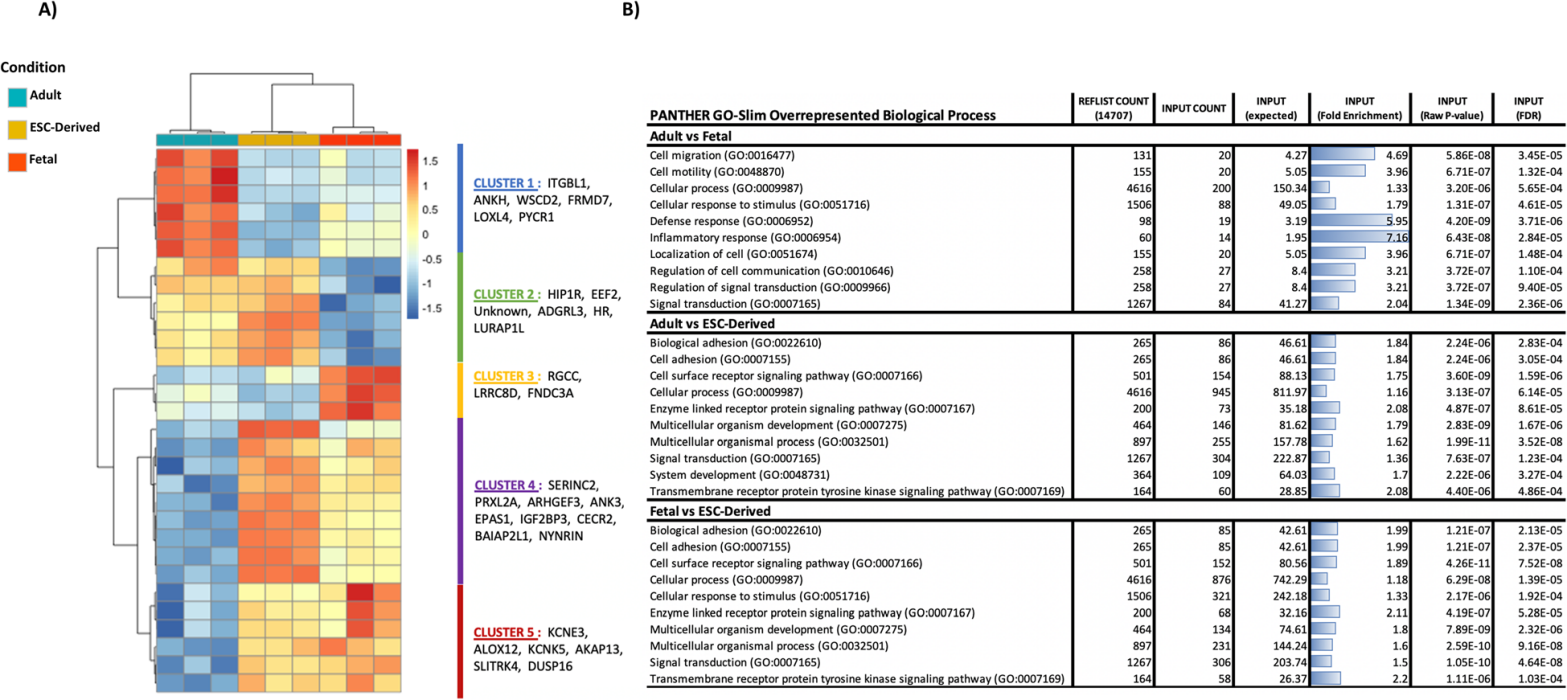
Heatmap of top DE genes and GO terms comparing adult, fetal and ESC-tenocytes. **a** Differential gene expression analysis for top 30 genes DE in adult and fetal tenocytes. Dendrograms are based on Pearson’s correlation, with red and blue colours representing up- and downregulated genes, respectively. Samples with intermediate expression are represented in yellow. Groups are visualised in columns, with the coloured bar above the heatmap indicating the grouping variable. Genes are represented in individual rows, with patterns of up- and downregulated genes being classified into 5 clusters. **b** Summary of the top 10 significantly enriched gene ontology (GO) biological process terms for each pairwise comparison of DE genes in adult, fetal and ESC-derived tenocytes. Go terms are arranged alphabetically to allow easier comparison between each group

### Comparison of overrepresented gene ontologies and pathways in adult, fetal and embryonic tenocytes cultured in 3D

Gene ontology (GO) analysis was performed on the genes identified as being DE between the three different groups. The top 10 over-enriched terms are listed in Fig. 2b. Next to the more common terms (e.g. regulation of cell communication, signal transduction, and cellular processes), DE genes between adult and fetal tenocytes were assigned to processes involving the inflammatory response, cellular migration and motility. Comparing ESC-tenocytes to adult and fetal tenocytes revealed pathways involved in organism processes, development and biological and cellular adhesions as being significantly overrepresented (Fig. 2b). DE genes were then overlaid into GeneAnalytics Pathway Analysis. ERK, PAK, Akt and PI3K-Akt signalling were differentially regulated among all three groups, as was extracellular matrix (ECM) degradation (Additional file 1: Table S3). In corroboration with the GO analysis, cytokine signalling in the immune system was found to be differentially regulated in adult and fetal tenocytes (Additional file 1: Table S3).

### Validation of 3D RNA-seq results by qPCR and immunofluorescence is highly corroborative

To validate the biological significance of the RNA-seq data, several DE genes were investigated at either the RNA level, protein level or both (Fig. 3a, b). For qPCR validation, the original samples sequenced were used alongside an additional cohort of adult (total *n* = 8) and fetal tenocytes (total *n* = 7). 

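Among the genes of Fig. 3A, IL1R2 was the single gene whose row could be identified, as ENSECAG00000000288, from the adjusted p-values printed there and the part of Additional file 3 read here. The qPCR values were not analysed here. In the sequencing data IL1R2 was at 212 ± 39.2 CPM (SD, n = 3) in ESC-tenocytes, with 1836 to 2495 counts per line. It was at 0.177 ± 0.155 CPM (SD, n = 3) in adult tenocytes, with 0 to 5 counts per line, and at 0.482 ± 0.0699 CPM (SD, n = 3) in fetal tenocytes, with 6 to 9 counts. The adult to ESC log2 fold change was -10.29 (standard error 0.63, adjusted p = 0.000138 from edgeR's quasi-likelihood test). The fetal to ESC log2 fold change was -9.08 (standard error 0.61, adjusted p = 0.000235 from the same test). Both calls held under each alternative with a test, the fits that left out 1 library included, with edgeR and DESeq2 adjusted p-values of at most 0.00217 and 0.00278. The fold changes themselves moved to -14.62 and -13.90 without fetal line 320d. In that fit adult line CD, with 0 counts, was the only tenocyte library of inferred batch 2, which leaves the size of these values open. The adult to fetal log2 fold change was -1.21 (standard error 0.54, adjusted p = 0.239 from edgeR's quasi-likelihood test), at counts near the floor of 3.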

Of the eleven genes tested, there was a 79% corroboration to that of the RNA-seq data (Fig. 3a). Validation via immunocytochemistry, although not quantitative, showed a high consensus to that of the sequencing data, with ACTA1, IGF1, LOXL4, SCX and THBS4 having visibly higher protein expression in the adult tenocytes compared to the fetal and ESC-tenocytes as predicted (Fig. 3b). 

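ACTA1 is the single gene of these 5 proteins whose row, ENSECAG00000000207, could be identified in the deposited counts by the log2 fold changes printed in Fig. 3B. It had 17 to 105 counts per library in adult tenocytes, 2 to 4 in fetal tenocytes and 0 to 2 in ESC-tenocytes. Expression was 3.89 ± 2.73 CPM (SD, n = 3) in adult and 0.161 ± 0.0537 CPM (SD, n = 3) in fetal tenocytes. Of the 3 fetal libraries 2 were at or under the floor of 3 counts. The fetal mean and the adult to fetal fold change are therefore uncertain in size. The ESC-tenocyte libraries were all at or under the floor of 3 counts, so the adult mean was at least 12.8-fold higher than ESC-tenocytes. Without adult line TB250718B this bound was 9.26-fold. The lowest adult line, TB130911, was at 0.830 CPM, against 0.305 CPM for the floor in ESC-tenocytes. The adult lines lay above both other groups (exact permutation tests, two-sided p = 0.1, the smallest that 3 lines against 3 allow). These low counts did not pass filterByExpr, so the tests are those without a filter on low counts. There the adult to fetal log2 fold change was 4.52 (standard error 0.94, adjusted p = 0.05 from edgeR's quasi-likelihood test), and DESeq2 without the filter, added after the data were seen, called it (adjusted p = 6.18e-05). Over all alternatives the adjusted p from these tools ranged from 2.68e-08 to 0.157. The adult to ESC comparison had an adjusted p of 0.00884 in edgeR's quasi-likelihood test, a call that held without TB130911 and was lost in the other 7 of the 8 fits that left out 1 library and tested the gene. In those fits filterByExpr was applied to the remaining libraries and ACTA1 passed it, so they differ from the reported fit in the filter as well as in the library. The adjusted p was 0.0161 without 319d or IG, 0.0163 without 271d, 0.0173 without PW, 0.021 without 320d, 0.0274 without HJ and 0.163 without CD. The fit without TB250718B did not test it. DESeq2 without the filter called this comparison (adjusted p = 0.000138). DESeq2 fits with 1 library left out, filtered in the same manner as those in edgeR, called it at 0.00399 or lower, other than that without CD (0.0865). These DESeq2 fits were added after the data were seen.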

Protein expression of PDGFB and RUNX2 did not corroborate with sequencing data, and no visible differences were observed between the three groups (Fig. 3b). 

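BMP7, identified as ENSECAG00000002918 in the same manner as ACTA1, was at 7.84 ± 5.31 CPM (SD, n = 3) in fetal tenocytes, with 148 (271d), 274 (319d) and 30 (320d) counts. The adult lines had 1, 5 and 1 counts. The ESC-tenocytes had 0 (HJ), 3 (IG) and 0 (PW) counts, all at or under the floor of 3 counts, which corresponds to 0.305 CPM in the smallest of these libraries. BMP7 transcripts were thus not detectable above the floor in ESC-tenocytes and in 2 of the 3 adult lines. Expression in fetal tenocytes was at least 25.7-fold higher than in ESC-tenocytes, or at least 16.6-fold without fetal line 319d. The adult to fetal log2 fold change was -5.75 (standard error 0.86), with an adjusted p of 0.0241 in edgeR's quasi-likelihood test, not past 0.01, and of 6.69e-11 in DESeq2. Over all alternatives it ranged from 1.41e-11 to 0.0994 in these tools. The fetal to ESC comparison had an adjusted p of 0.0103 in edgeR's quasi-likelihood test and of 4.65e-05 in DESeq2, and edgeR called it without line IG (0.00445), without the batch term (0.00159) and with DESeq2's size factors (0.0096). Over all alternatives this adjusted p ranged from 3.69e-08 to 0.217, the latter without fetal line 320d.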

BMP7 expression was expected to be absent from adult and ESC-tenocytes based on the RNA-seq data; however, protein was detectable in the ESC-tenocytes and adult tenocytes, although at a lower level (Fig. 3b).

**Fig. 3:**
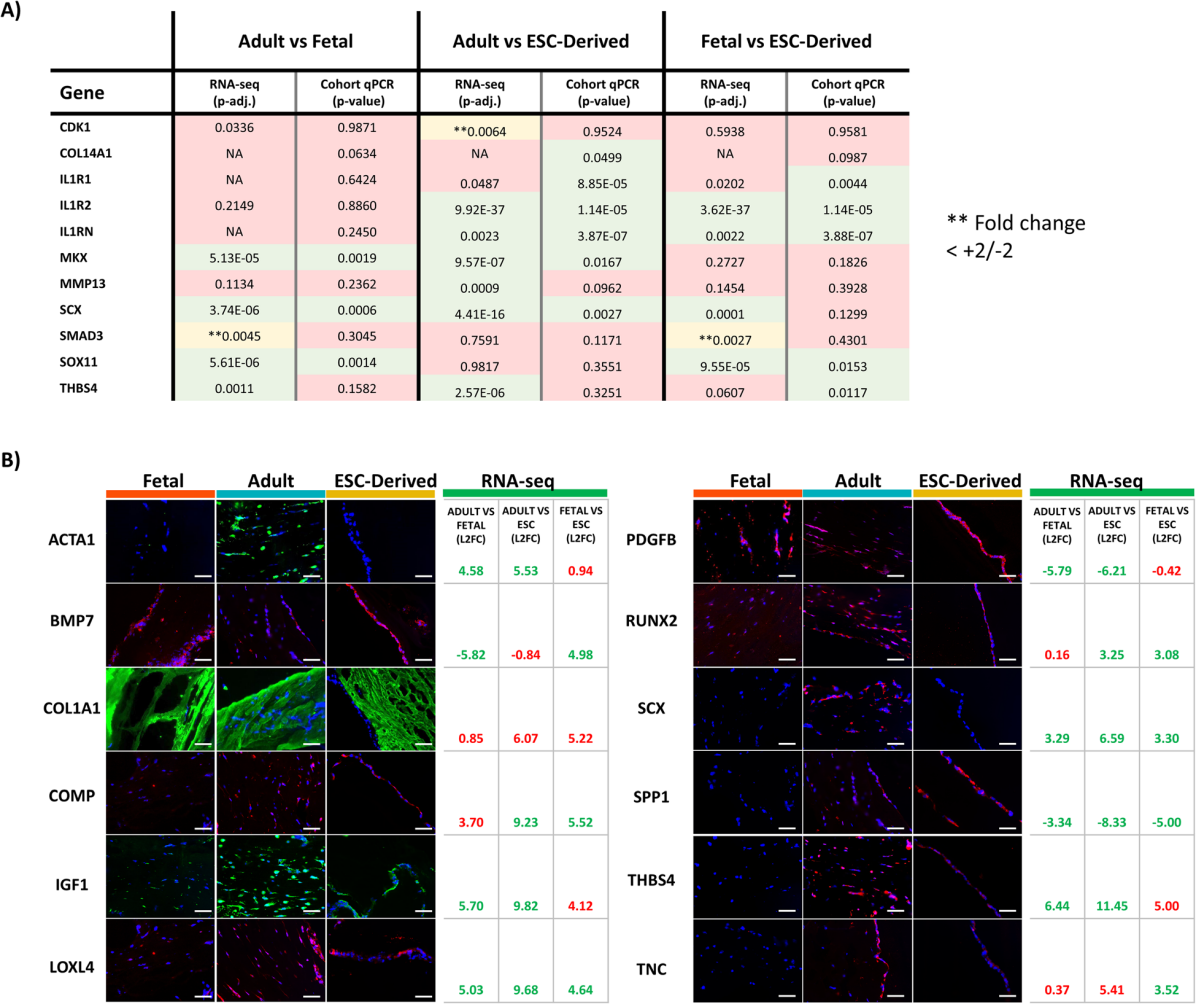
Validation of RNA-sequencing results. **a** Comparison of DE genes using RNA-seq and qPCR results using a log2FC cut-off ± 2. Significance threshold for RNA-seq p-adj values < 0.01 as routinely used. Significance threshold for qPCR *p*-value < 0.05 as routinely used. Red shaded boxes indicate no significant difference. Yellow shaded boxes represent a significant p-adj value; however, they do not meet the log2FC cut-off. Green shaded boxes indicate there is a significant difference based on both p-adj/*p* value and log2FC. NA values present typically arise due to count outliers as detected by Cook’s distance. **b** Immunocytochemistry comparison of the corresponding proteins for 12 significantly DE genes. Images represent longitudinal sections of 3D adult, fetal and ESC seeded constructs following 14 days of culture (*n* = 3 for each cell type). RNA-sequencing log2FC are listed in the adjoining tables with green text indicating significance based on p-adj value of < 0.01 and red text indicating no significant difference. Scale bar = 40 μm. DAPI staining of the nuclei is shown in blue

### Adult and fetal tenocytes respond differently in their migratory abilities upon addition of growth factors

As genes involved in cell migration were DE between adult and fetal tenocytes, cell migration assays were performed. Growth factors bFGF and PDGF either alone or in combination had no significant effect on adult or fetal tenocytes (Fig. 4b). IGF-1 resulted in marked morphological changes (Fig. 4a) and appeared to show an increased migration rate, but this was not significant (*p* value 0.052 and 0.058, respectively, for adult and fetal tenocytes) (Fig. 4b). However, TGF-β3 significantly inhibited cell migration in fetal tenocytes but had no effect on adult tenocytes (*p* values 3.9 × 10^− 6^ and 0.69, respectively) (Fig. 4b). To further explore this difference in migration in response to TGF-β3, qPCR was used to test several genes involved in cellular migration; however, no significant differences were found between the adult and fetal cells (Fig. 4c).

**Fig. 4:**
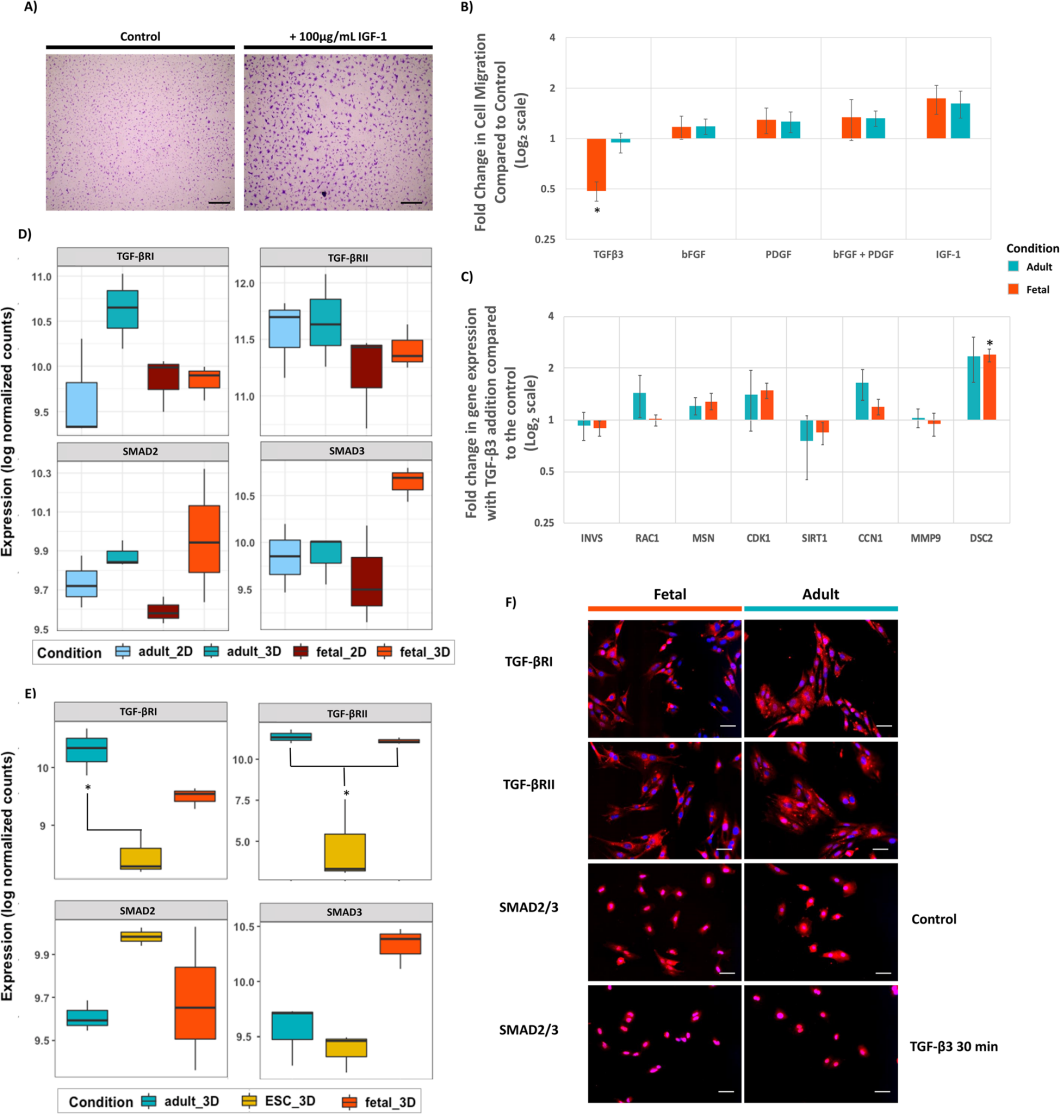
Comparison of migratory properties in response to growth factors. **a** Representative image of crystal violet staining of adult tenocytes with and without the addition of 100 ng/ml IGF-1 grown in 1% serum tenocyte medium. Scale bar = 500 μm. Images shown are representative of three biological repeats of both adult and fetal tenocytes. **b** Log2FC in cell migration in adult and fetal tenocytes following 24-h exposure to growth factors compared to the control. Error bars represent the s.e.m. of three biological replicates. *p < 0.05 based on Student’s *t* test. **c** Log2FC in gene expression in adult and fetal tenocytes following exposure to TGF**-**β3 compared to the non-exposed control. Error bars represent the s.e.m. of three biological replicates. Student’s *t* test *p < 0.05. **d** Boxplots showing the log normalised expression counts of TGF-β receptors 1 and 2 and *SMAD2* and *SMAD3* in adult and fetal tenocytes cultured in both 2D and 3D. Statistical significance based on an adjusted *p* value of < 0.01 and a Log2FC of ± 2 (*). **e** Boxplots showing the log normalised expression counts of TGF-β receptors 1 and 2 and *SMAD2* and *SMAD3* in adult, fetal and ESC-tenocytes cultured in 3D. Statistical significance based on an adjusted *p* value of < 0.01 and a Log2FC of ± 2 (*). **f** Immunofluorescence staining of TGF-β receptors 1 and 2 and *SMAD2/3* in adult and fetal tenocytes cultured in 2D. SMAD_2/3_ is translocated to the nucleus of both adult and fetal tenocytes following 30 min of TGF-β3 exposure. DAPI staining of the nucleus is shown in blue. Scale bar = 40 μm. Images shown are representative of three biological repeats

TGF-β receptor expression in fetal, adult and ESC-tenocytes was also compared. TGF-β receptor 1 (*TGF-βRI*) was not DE in adult and fetal tenocytes cultured in 2D or 3D; however, ESC-tenocytes in 3D expressed significantly less *TGF-βRI* than adult tenocytes (Log2FC 2.064, p-adj 3.41e−09) (Fig. 4d, e). Similarly, no differences were observed in *TGF-βR2* expression between adult and fetal tenocytes in 2D or 3D culture; however, ESC-tenocytes in 3D expressed significantly less *TGF-βRII* than both adult tenocytes (Log2FC 5.385, p-adj 6.29e−03) and fetal tenocytes (Log2FC 5.083, p-adj 0.0014) (Fig. 4d, e). 

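The receptor gene TGFBR1, taken as ENSECAG00000004757 from the fold change and adjusted p that stand in this paragraph and in Additional file 3, was at 94.5 ± 22.4 CPM (SD, n = 3) in adult tenocytes. It was at 54.3 ± 7.28 CPM (SD, n = 3) in fetal and 26.2 ± 10.3 CPM (SD, n = 3) in ESC-tenocytes, all cultured in 3D. The adult to ESC log2 fold change was 1.91 (standard error 0.35, adjusted p = 0.00451 from edgeR's quasi-likelihood test), which passed the threshold on p and lay under that of 2 on the fold change. The adjusted p ranged from 7.3e-10 to 0.0922 over all alternatives. With DESeq2 it was 1.93. It was above 2 and called in edgeR without adult line TB130911 (2.01) and without ESC line HJ (2.28). Within inferred batch 2, adult line CD against the 3 ESC lines, it was 2.08. Between adult and fetal tenocytes the log2 fold change was 0.79 (standard error 0.30, adjusted p = 0.177 from edgeR's quasi-likelihood test), and no alternative called it. The fetal to ESC log2 fold change was 1.12 (standard error 0.37, adjusted p = 0.0431 from the same test). No value overlapped between any 2 of the 3 groups (exact permutation tests, two-sided p = 0.1, the smallest possible). The 2D cultures were not analysed here.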

As mRNA does not always corroborate with protein expression, as described in Fig. 3b, immunofluorescence staining on 2D-cultured cells was performed to confirm and compare expression of both receptors in adult and fetal tenocytes (Fig. 4f). *SMAD2/3*, which translocates in response to TGF-β3 signalling, has similar gene expression between fetal, adult and ESC-tenocytes cultured in both 2D and 3D (Fig. 4f). Immunofluorescence staining showed clear translocation of SMAD2/3 into the nucleus in the presence of TGF-β3 in both adult and fetal tenocytes (Fig. 4f). As 3D culture does not allow for clear visualisation of cell nuclei, receptor staining and subsequent translocation assays were only performed in 2D-cultured cells.

### 2D monolayer culture results in convergence in the expression profiles of adult and fetal tenocytes

Hierarchical clustering and PCA were conducted on adult and fetal tenocytes cultured in either 2D or 3D (Fig. 5a, b). Analysis revealed a convergence of expression profiles in 2D, with only 10 genes being DE. This is in comparison to 542 DE genes in 3D. When comparing adult tenocytes cultured in either 2D or 3D culture, 502 genes were DE, whereas in fetal tenocytes cultured in either 2D or 3D culture, 851 genes were DE. Of these, only 183 genes were common between adult 2D versus 3D culture and fetal 2D versus 3D culture (Fig. 5c). GO analysis of these 183 genes revealed cell adhesion (GO:0007155) and cell surface receptor signalling (GO:0007166) as key overrepresented biological processes (Additional file 1: Table S4). Degradation of the ECM was a common pathway which was differentially regulated in both adult and fetal tenocytes as a result of 2D or 3D culture, with differences in collagens, matrix metalloproteinases and integrins (Additional file 1: Table S5). Muscle contraction was a predominant pathway which was found to be enriched in monolayer cultures, whereas TGF-β, ERK, PAK and Akt signalling was enriched in 3D-cultured cells.

**Fig. 5:**
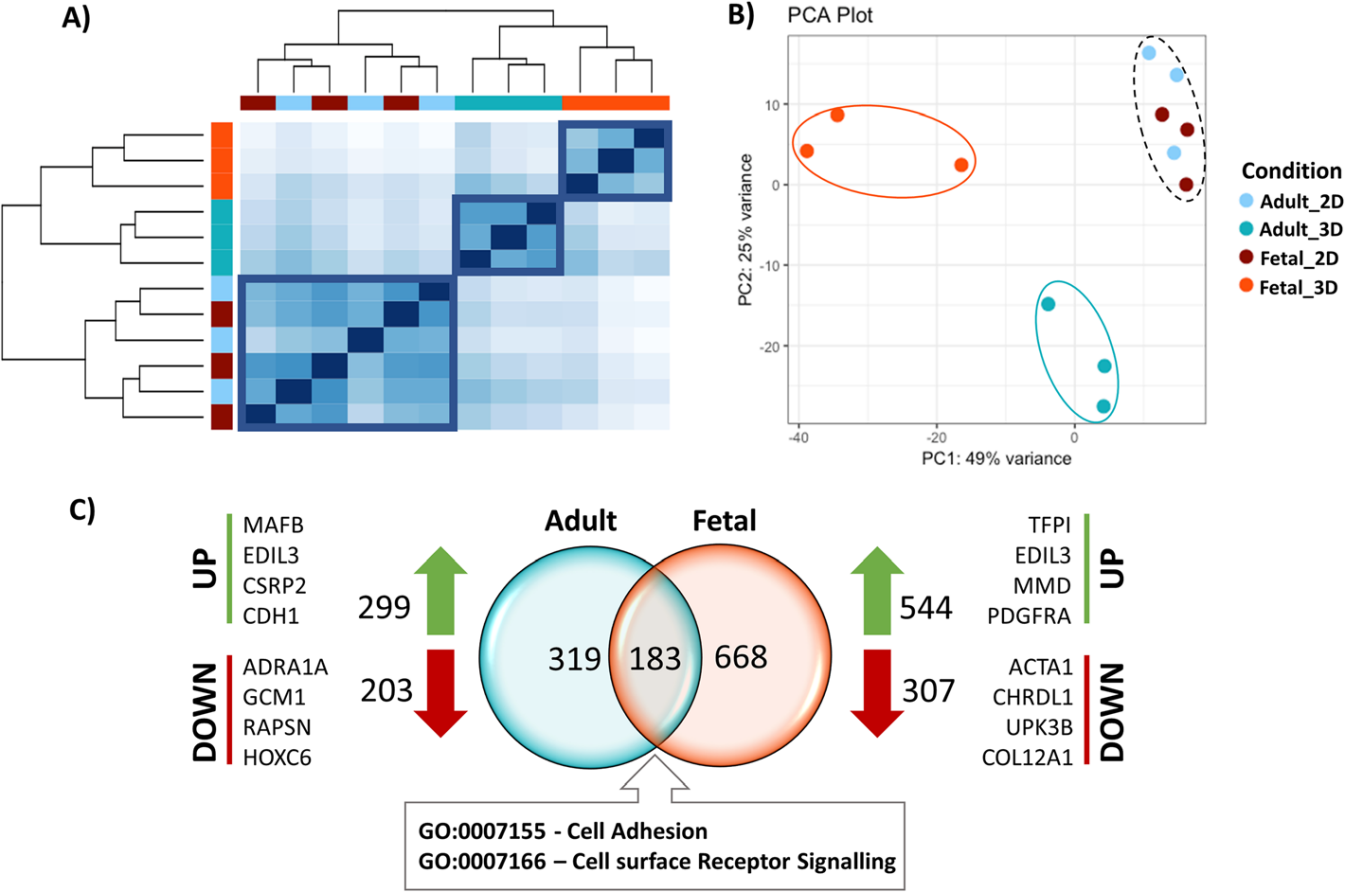
Comparison of gene expression changes upon 2D and 3D culturing of equine tenocytes. Comparison of RNA transcriptome profile between three biological lines of fetal and adult tenocytes cultured in either a 2D or 3D. **a** Euclidean sample-to-sample distance matrix with hierarchical clustering using VST transformed data. **b** Principle component analysis of gene expression data profiling three biological lines of 3D versus 2D cultured adult and fetal tenocytes. **c** Quantitative VENN diagram showing overlap of DE genes in the adult 3D vs 2D culture comparison (teal) and fetal 3D vs 2D culture comparison (orange). Top 4 upregulated genes based on their p-adj value are shown in both groups next to the green arrow and the top 4 downregulated genes value are shown in both groups next to the red arrows

## Discussion

Therapies utilising pluripotent stem cell derivatives are an expanding market, with around 30 clinical trials currently ongoing [66]. Tenocytes derived from ESCs may too prove a useful cellular therapeutic for promoting scar-free tendon repair, like that observed in fetal tendons. However, the difficulties associated with tenocyte identification and a lack of direct comparative studies on ESC-tenocytes makes it difficult to assess their potential. Here we report for the first time the transcriptional profiling of adult, fetal and ESC-tenocytes cultured in a 3D environment and show that ESC-tenocytes are transcriptomically closer to fetal as opposed to adult tenocytes. We also demonstrate that culturing adult and fetal cells in 3D results in a large divergence of their gene expression profiles in comparison to 2D static monolayer culture. This result indicates that 3D culture is a more robust method to assess differences in the same cell types from different developmental stages, which would otherwise be lost in conventional culture systems. Collectively, these results indicate that 3D-differentiated ESC-tenocytes may be a useful cell source for the treatment of tendon injuries in the future.

This data suggests that our differentiation protocol, like others [42, 50, 67–70], mimics normal tenocyte development. As previously described, the contraction rates and survival of 3D adult, fetal and ESC constructs showed no significant differences, with histological analysis showing similar cellular morphology and alignment of the collagen fibres [50]. Collagen type I and type III, which are the major components in tendon tissue, did not significantly differ in gene expression and no qualitative differences were determined histologically. Additional quantification of the precise collagen content and fibre alignments would be needed to confirm this. Although there are many differences in gene expression between ESC-derived, fetal and adult tenocytes (suggesting all three groups represent unique populations), this study shows that of the 26,991 genes mapped, ESC-tenocytes have fewer DE genes when compared to fetal tenocytes (2708 genes) as opposed to adult tenocytes (2940 genes). 

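More genes were DE against adult than against fetal tenocytes, by 341 in edgeR and by 178 in DESeq2. This difference was not tested. The count against adult tenocytes was the higher in 16 of the 17 alternatives set before the data were examined. The exception was the fit without adult line CD, with 622 genes against adult and 1134 against fetal tenocytes. No adult line of inferred batch 2 was left there. In DESeq2 the fit without CD, added after the data were seen, also gave fewer genes against adult (2182) than against fetal tenocytes (2327). That fit was the exception among the 17 alternatives added later. Without fetal line 320d edgeR's counts were 1427 and 282, with no fetal line of inferred batch 2 left. Euclidean distances on variance-stabilised counts of all filtered genes were also compared. The mean distance of the ESC-tenocytes was 200.8 to adult and 193.4 to fetal tenocytes, a difference of 7.40, or 3.69% of the distance to adult tenocytes. All 3 ESC lines were nearer fetal tenocytes, HJ at 212.1 against 205.6, IG at 183.5 against 172.1 and PW at 206.8 against 202.5. Each fetal line was nearer the ESC-tenocytes (191.6 to 195.7) than each adult line (197.0 to 202.8). This is the smallest two-sided p that 3 lines against 3 allow in an exact permutation test of the 20 assignments (p = 0.1). The distance between adult and fetal lines had a median of 84.6. The difference kept its direction under each alternative and was 5.32 without line IG. The exact p was 0.2 in the fits without 271d, 319d, 320d or IG, against a smallest possible 0.1. Within inferred batch 2, adult line CD and fetal line 320d differed by 7.03 in the same direction. From the many differences in gene expression between the groups, the paper proposes that all 3 are unique populations. The paper also states that ESC-tenocytes are transcriptomically closer to fetal than to adult tenocytes.

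**Figure D3:**
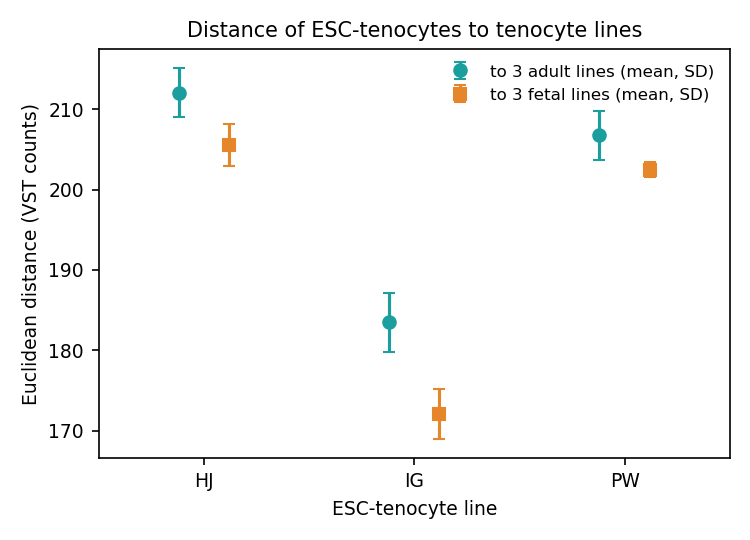
Mean Euclidean distance (variance-stabilised counts; axis not starting at 0) of each ESC-tenocyte line to the 3 adult and the 3 fetal lines, with error bars of 1 SD over the 3 lines. Each ESC line lies nearer the fetal lines, and IG lies nearer both groups than HJ and PW do.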

Results similar to this have been described in ESC-derived human neural stem cells, where 2041 genes were DE compared to fetal neural stem cells [71], and ESC-derived human pancreatic β cells, where 755 genes were DE compared to adult pancreatic β cells [66].

One of the main challenges in assessing tendon differentiation is the lack of definitive markers to identify tendon populations [72] and a panel of tendon-related genes is usually used. Yet, many of these tendon-related genes are widely expressed in various tissues [13, 72, 73]. Similarly, Zhang et al. highlighted the lack of available micro-array and RNA-seq datasets documenting the transition from fetal to adult tendon, with most datasets only comprising of the initial stages of embryonic limb development [72], therefore what stage of tendon development differentiated progeny represent is not always apparent. This study further highlights the issues in this form of assessment. Of the 12 tendon-related genes commonly investigated, four were found to be DE between adult and fetal tenocytes. Three of these genes *THBS4*, *SCX* and *MKX* [74, 75] are some of the most commonly cited “tendon” genes, and interestingly, all show a clear gradient of expression, with adult tenocytes having the highest expression, followed by the fetal and then ESC-tenocytes. We also demonstrate that *SCX* and *THBS4* are rapidly downregulated in 2D culture and the response of all three of these putative marker genes to 2D and 3D culture differs between adult and fetal cells. They may therefore not be suitable as markers of a regenerative cell type.

Our work does not address the heterogeneity of our sample populations. Although we believe that 3D culture is a potent driver of ESC differentiation into tenocytes, quantification of the percentage of desired cell fate achieved has not been conducted [50]. Yet even in very optimised differentiation protocols in human ESCs, significant variation in differentiation efficiencies is found, with certain lines more readily differentiating down certain lineages than others due to epigenetic, cell cycle patterns and genetic differences between lines [76–78]. To try and counteract this problem, cell sorting is typically performed [79]; however, this relies on a suitable marker being available. Similarly, we have not measured the heterogeneity within the tendon population itself. Studies using single-cell RNA-seq suggest that different sub-populations of tenocytes exist [80], with multiple progenitor populations having been derived [81]; therefore, further study to identify sub-populations of cultured tenocytes is required. The heterogeneous nature of the ESC-tenocyte population is therefore likely, in part, to explain why the musculoskeletal gene expression profile is less robust in ESC-tenocytes compared to both adult and fetal tenocytes.

Wound healing occurs firstly via an acute and local inflammatory response; this leads to cellular proliferation and ECM deposition to remodel the injured tissue [82]. In adults, there is rapid cellular proliferation and a delayed but excessive accumulation of unorganised ECM resulting in scar tissue. In contrast, fetal wounds regenerate with non-disrupted collagen ECM through simultaneous proliferation and synthesis of organised collagen [83]. Although the exact mechanisms of fetal scar-less healing are unknown, various studies suggest this regenerative ability is partly explained by intrinsic differences between adult and fetal fibroblasts themselves. Comparative studies have indicated that differences in the migratory activity; inflammatory responses; cellular-mediated expression of chemokine, cytokines and growth factors; and deposition of components of the ECM may play a vital role [11, 83–85].

One of the top DE genes between adult and fetal tenocytes was *LOXL4*, a member of the lysyl oxidase gene family which are responsible for initiating collagen and elastin crosslinking in the ECM via signalling through the TGF-β pathway [86]. *LOXL4* has been heavily implicated in fibrosis in skin and vascular tissue [87] and is downregulated in Murphy Roth Large (MRL) mice which heal without scarring [88]. Interestingly, this gene is significantly downregulated in both fetal and ESC-tenocytes (− 5.03 and − 9.68 logFC, respectively) compared to adult tenocytes, a result which was confirmed at both the mRNA and protein level. Other genes within this top cluster that are downregulated in both fetal and ESC-tenocytes, compared to adult tenocytes, include the Integrin Subunit Beta Like 1 (*ITGBL1)* gene which can promote chondrogenesis [89] and *ANKH*, an inorganic pyrophosphate transport regulator, which has been linked to calcification in articular cartilage. The relevance of other genes within this cluster, *WSCD2*, *FRMD7* and *PYCR1* are not yet clear. Heatmap clusters 2 and 3 contain genes that are significantly higher in fetal tenocytes compared to both adult and ESC-tenocytes and include *ADGRL3*, which play a role in cell adhesion, and *LURAP1L*, which is involved in cell migration. *FNDC3A* is involved in extremity development and fin regeneration [90], but its role in mammalian limb development is still to be determined. Other genes in these clusters have no clear role in tendon development.

Interestingly, the expression patterns of many chemokines, cytokines and growth factors, involved in cell migration, were also found to differ between adult and fetal tenocytes. As such, preliminary testing was conducted to investigate the differences in adult and fetal cells’ migratory response to growth factors. Of those tested, TGF-β3, which is heavily involved in the wound repair process [91–93], significantly inhibited fetal tenocyte migration, yet had no effect on adult tenocytes. This observation confirms previous reports in skin and oral mucosa fibroblasts [85, 94, 95]. Interestingly, TGF-β3 has been implicated as a “critical traffic controller” which can selectively halt the migration of certain cell types during skin wound repair to ensure proper wound closure [96]. Further investigations to underpin the potential mechanism behind this differing response to TGF-β3 and the effect of TGF-β3 on ESC-tenocytes are warranted.

One limitation of our migration studies is that investigations were conducted on conventional plastic substratum. It has previously been reported that cytokine and growth factor actions are substratum-dependant [95, 97, 98] which highlights the need to develop assay systems which more closely resemble the in vivo environment. Our results highlight this point, with only ten genes being found to be significantly different between the 2D-cultured adult and fetal tenocytes, compared to the 542 genes which were DE in 3D culture. This supports previous studies showing that distinct gene expression profiles between cell types isolated from different stages [99], and different tissues [23], are better preserved in 3D culture. What was more surprising was that adult and fetal tenocytes appeared to modulate gene expression differently when exposed to a 3D culture environment, with very few DE genes overlapping when comparing the two. Unfortunately, we were unable to compare these results to the native tissue; therefore, further research is necessary to confirm whether this change in expression under 3D culture mimics that of their true in vivo counterpart.

## Conclusion

In summary, this study demonstrates that there are significant differences in tenocyte populations cultured in 3D at different developmental stages. ESC-tenocytes were transcriptomically closer to fetal than adult tenocytes. We were also able to add further evidence as to the benefits of 3D culture as opposed to conventional monolayer passaging. Future studies to optimise this 3D model to allow study of the wound healing environment in adult and fetal cells is likely to prove fruitful, and our transcriptomic data may help to identify key modulators involved in the scaring process as well as highlight if ESC-tenocytes will indeed prove a useful therapeutic.

## Supplementary information

**Additional file 1: Table S1.** Primer Sequences used for qPCR. **Table S2.** Primary and secondary antibodies used for immunocytochemistry. **Table S3.** Gene Analytics pathway analysis of differentially expressed genes in 3D cultured equine tenocytes. The Gene Analytics pathway analysis tool was used to determine the top 10 pathways which are upregulated for each pairwise comparison of DE genes in adult, fetal and ESC-tenocytes based on entity score. **Table S4.** GO analysis of DE genes between adult and fetal tenocytes cultured in 2D versus 3D. Summary of the significantly enriched gene ontology (GO) biological process terms. The panther GO-slim statistical overrepresentation test tool was used to determine over representation of defined GO classification for the 183 genes that were commonly DE between adult and fetal cells in 2D versus 3D culture. **Table S5.** Gene Analytics pathway analysis of DE genes in 2D versus 3D cultured tenocytes. **(A)** The GeneAnalytics pathway analysis tool used to determine the top pathways which are upregulated in monolayer cultures of fetal and adult tenocytes compared to 3D fetal and adult cultures respectively. **(B)** The GeneAnalytics pathway analysis tool used to determine the top pathways which are upregulated in 3D cultures of fetal and adult tenocytes compared to monolayer fetal and adult cultures respectively.

**Additional file 2: Figure S1.** Box and whisker plots of COL1A2, SCX, THBS4 and TNMD expression over serial passaging. **(A)***COL1A2* expression at P0 is significantly higher than at P6 and P7. **(B)***SCX* expression at P0 is significantly higher than at P4 through to P10. However, after P4 there is no significant change in *SCX* expression with further passage. **(C)***THBS4* expression at P0 is significantly higher than at P1 through to P10. However, after P4 there is no significant change in *THBS4* expression with further passage. **(D)***TNMD* expression at P0 is significantly higher than at P1 through to P10. However, after P1 there is no significant change in *TNMD* expression with further passage. Error bars represent the st.dev of 3 biological adult tenocyte lines. Statistical significance tested using linear regression analysis in R (v.3.5.2), with an asterisk (*) denoting statistical significance using P0 as the intercept. **Figure S2.** Additional Haematoxylin and Eosin (H&E) and Picro Sirius Red Staining Images. Hematoxylin and Eosin (H&E) and Picro Sirius Red staining of the remaining two biological lines of fetal, adult and ESC-derived 3D constructs. All cell types show similar collagen fiber alignment and collagen content within the constructs after 14 days of culture. Scale bar for H&E = 0.5 mm. Scale bar for Picro Sirius Red = 250 μm. Under light microscopy all collagen fibers are red following Picro Sirius Red staining, under polarized microscopy collagen type I fibers have yellow-orange birefringence and collagen type III fibers have green birefringence. **Figure S3.** Heatmap of top 100, 200 and 500 DE genes in adult and fetal tenocytes. Differential gene expression analysis for top 100, 200 and 500 genes DE in adult and fetal tenocytes. Dendrograms are based on Pearson correlation, with red and blue colours representing up and down regulated genes respectively. Samples with intermediate expression are represented in yellow. Groups are visualized in columns, with the coloured bar above the heatmap indicating the grouping variable. Genes are represented in individual rows, with patterns of up and down regulated genes being classified into clusters.

**Additional file 3.** Gene level summaries.

## Data Availability

The RNA-sequencing datasets supporting the conclusions of this article are available in the National Centre for Biotechnology Information Gene Expression Omnibus repository (NCBI GEO, www.ncbi.nlm.nih.gov/geo) [accession number GSE145029]. The differential expression analysis and normalised counts datasets supporting the conclusions of this article are included within in Additional file 3. The remaining data used and/or analysed during the current study are available from the corresponding author upon reasonable request.

## Abbreviations

2D: Two-dimensional
3D: Three-dimensional
AT: Achilles tendon
DE: Differential expression
DMEM: Dulbecco’s modified Eagles’ medium
ECM: Extracellular matrix
ESCs: Embryonic stem cells
FBS: Fetal bovine serum
FDR: False discovery rate
GO: Gene ontology
H&E: Haematoxylin and eosin
LIF: Leukaemia inhibitory factor
Log2FC: Log 2-fold change
LQ: l-glutamine
MSCs: Mesenchymal stromal cells
P: Passage
P/S: Penicillin/streptomycin
p-adj: adjusted *p* value
PCA: Principle component analysis
qPCR: Quantitative polymerase chain reaction
RNA-seq: RNA sequencing
SDFT: Superficial digital flexor tendon
TGF: Transforming growth factor

# Supplementary material for: Genome-wide transcriptome analysis reveals equine embryonic stem cell-derived tenocytes resemble fetal, not adult tenocytes
**Source:** Stem Cell Res Ther. 2020 May 19;11:184. doi: 10.1186/s13287-020-01692-w
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primer Sequences used for qPCR. Table S2. Primary and secondary antibodies used for immunocytochemistry. Table S3. Gene Analytics pathway analysis of differentially expressed genes in 3D cultured equine tenocytes. The Gene Analytics pathway analysis tool was used to determine the top 10 pathways which are upregulated for each pairwise comparison of DE genes in adult, fetal and ESC-tenocytes based on entity score. Table S4. GO analysis of DE genes between adult and fetal tenocytes cultured in 2D versus 3D. Summary of the significantly enriched gene ontology (GO) biological process terms. The panther GO-slim statistical overrepresentation test tool was used to determine over representation of defined GO classification for the 183 genes that were commonly DE between adult and fetal cells in 2D versus 3D culture. Table S5. Gene Analytics pathway analysis of DE genes in 2D versus 3D cultured tenocytes. (A) The GeneAnalytics pathway analysis tool used to determine the top pathways which are upregulated in monolayer cultures of fetal and adult tenocytes compared to 3D fetal and adult cultures respectively. (B) The GeneAnalytics pathway analysis tool used to determine the top pathways which are upregulated in 3D cultures of fetal and adult tenocytes compared to monolayer fetal and adult cultures respectively.

| Gene | Forward Primer | Reverse Primer |
| --- | --- | --- |
| 18s rRNA | CCCAGTGAGAATGCCCTCTA | TGGCTGAGCAAGGTGTTATG |
| CDK1 | CTGGGCAGTTCATGGATTCT | CAATCCCTTGTAGGATTTGG |
| COL1A2 | GTGCCTAGCAACATGCCAAT | GTCCTCTATCTCCGGTTGGG |
| COL14A1 | CTTCATGTTCTGCCTACGGG | CGTCTTGGACAGGGGTGAAT |
| IL1R1 | GAAGCGCATAAAGGGCACTA | CGTGGGCCTGATTTCATCTA |
| IL1R2 | TCTGGCACCTACATCTGCAC | CAGGGCAGCTTCTGTCTTCT |
| IL1RN | GCCTGTGTCAAGTCTGGTGA | CCTCCTTGTTCTTGCTCAGG |
| MKX | AAGGCAAAGGAACCATTCGG | TTAGCTGTCACCCTTATTGGAT |
| MMP13 | GCCACTTTGTGCTTCCTGAT | CGCATTTGTCTGGTGTTTTG |
| SCX | CCCAAACAGATCTGCACCTT | ATCCGCCTCTAACTCCGAAT |
| SMAD3 | ATCCCCAAATCCGATGTCCC | GCGCTGGTTCAGCTCATAGT |
| SOX11 | GTTCATGGTGTGGTCCAAGA | GCTGTCCTTCAGCATTTTCC |
| THBS4 | GGGAAATGGGGTTACCTGTT | CGGGTAGCAGGGATGATATT |
| TNMD | GTCCCTCAAGTGAAGGTGGA | CCTCGACGGCAGTAAATACAA |

**Table S1.** **Primer sequences used for qPCR**

**Table S2. Primary and secondary antibodies used for immunocytochemistry**

| Primary Antibodies | | | |
| --- | --- | --- | --- |
| Antibody Target | **Species** | **Dilution** | **Company** |
| Actin, muscle | mouse | 1:200 | Dako (M0635) |
| BMP7 | rabbit | 1:100 | Abcam (ab56023) |
| Collagen type 1 | mouse | 1:100 | Abcam (90395) |
| COMP | rabbit | 1:500 | Kindly provided by Professor Roger Smith, Royal Veterinary College, UK |
| IGF1 | goat | 1:50 | Abcam (ab106836) |
| LOXL4 | rabbit | 1:100 | Biorbyt (orb100094) |
| PDGFB | rabbit | 1:50 | Abcam (ab181341) |
| RUNX2 | rabbit | 1:50 | Santa Cruz (sc10758) |
| SCX | rabbit | 1:100 | Abcam (ab58655) |
| SMAD2/3 (C-8) | mouse | 1:100 | Santa Cruz (sc133098) |
| SPP1 | mouse | 1:50 | Santa Cruz (sc21742) |
| TGF-βR1 | rabbit | 1:100 | Santa Cruz (sc398) |
| TGF-βR2 | rabbit | 1:100 | Santa Cruz (sc220) |
| THBS4 | rabbit | 1:100 | Santa Cruz (sc7657-R) |
| TNC | rabbit | 1:100 | Abcam (ab108930) |
| Secondary Antibodies | | | |
| Antibody Target | **Fluorescence** | **Dilution** | **Company** |
| Anti-mouse IgG | Alexafluor 594 | 1:200 | Thermo Fisher (A11005) |
| Anti-rabbit IgG | Alexafluor 594 | 1:200 | Thermo Fisher (A11012) |
| Anti-mouse IgG H&L | FITC | 1:200 | Abcam (ab7064) |
| Anti-goat IgG H&L | FITC | 1:200 | Abcam (ab7121) |

**Table S3. Gene Analytics pathway analysis of differentially expressed genes in 3D cultured equine tenocytes.**

| **GeneAnalytics Pathway Analysis** | **Entity Score** | **Number of Genes in Superpath** | **Number of Genes Matched** |
| --- | --- | --- | --- |
| **Adult vs Fetal** | | | |
| ERK Signalling | 39.55 | 1180 | 60 |
| Akt Signalling | 23.78 | 682 | 35 |
| Signalling by GPCR | 22.52 | 2599 | 84 |
| PAK Pathway | 22.14 | 683 | 34 |
| TGF-Beta Pathway | 22.02 | 653 | 33 |
| RET Signalling | 21.48 | 972 | 42 |
| PI3K-Akt Signalling Pathway | 20.48 | 524 | 28 |
| Degradation of the Extracellular Matrix | 20 | 297 | 20 |
| Microglia Activation During Neuroinflammation | 19.82 | 71 | 10 |
| Cytokine Signalling in Immune System | 18.74 | 760 | 34 |
| **Adult vs ESC-Derived** | | | |
| ERK Signalling | 166.1 | 1180 | 257 |
| Degradation of the Extracellular Matrix | 67.19 | 297 | 103 |
| Phospholipase-C Pathway | 48.42 | 500 | 128 |
| Akt Signalling | 43.21 | 682 | 154 |
| Integrin Pathway | 41.08 | 568 | 133 |
| Cell Junction Organization | 39.2 | 134 | 51 |
| PAK Pathway | 39.18 | 683 | 150 |
| Apoptotic Pathways in Synovial Fibroblasts | 36.38 | 727 | 154 |
| PI3K-Akt Signalling Pathway | 32.34 | 524 | 117 |
| Activation of CAMP-Dependent PKA | 32.26 | 630 | 134 |
| **Fetal vs ESC-Derived** | | | |
| ERK Signalling | 166.1 | 1180 | 239 |
| Degradation of the Extracellular Matrix | 64.66 | 97 | 97 |
| Phospholipase-C Pathway | 53 | 500 | 125 |
| Akt Signalling | 46.29 | 682 | 149 |
| PAK Pathway | 46.12 | 683 | 149 |
| Integrin Pathway | 39.78 | 568 | 125 |
| CREB Pathway | 35.7 | 529 | 115 |
| Activation of CAMP-Dependent PKA | 34.25 | 630 | 129 |
| PI3K-Akt Signalling Pathway | 33.43 | 524 | 112 |
| Angiogenesis (CST) | 31.53 | 89 | 89 |

The Gene Analytics pathway analysis tool was used to determine the top 10 pathways which are upregulated for each pairwise comparison of DE genes in adult, fetal and ESC-tenocytes based on entity score.

**Table S4. GO analysis of DE genes between adult and fetal tenocytes cultured in 2D versus 3D.**

| **PANTHER GO-Slim Overrepresented Biological Process** | **REFLIST COUNT (14707)** | **INPUT COUNT** | **INPUT (expected)** | **INPUT (Fold Enrichment)** | **INPUT (Raw P-value)** | **INPUT (FDR)** | **Genes** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **2D vs 3D** | | | | | | |  |
| Cell Adhesion (GO:0007155) | 191 | 13 | 2.55 | 5.09 | 2.95E-06 | 2.57E-03 | CDH23, ITGB4, RASL12, NOV, CDH3, VCAM1, SPON1, CELSR1, CDH1, WISP2, CD80, SVEP1, ITGB8 |
| Cell Surface Receptor Signalling (GO:0007166) | 350 | 16 | 4.68 | 3.42 | 2.66E-05 | 1.54E-02 | ENSECAG00000000954, GRIK5, ENSECAG00000006218, ITGB4, RASL12, IGFBP5, TASPAN11, PTCHD1, CELSR1, SEMA6D, FGF7, CD80, TGFA, PDGFA, LCP2, ITGB8 |

Summary of the significantly enriched gene ontology (GO) biological process terms. The panther GO-slim statistical overrepresentation test tool was used to determine over representation of defined GO classification for the 183 genes that were commonly DE between adult and fetal cells in 2D versus 3D culture.

**Table S5. Gene Analytics pathway analysis of DE genes in 2D versus 3D cultured tenocytes. (A)**

| **Source** | **SuperPath** | **Score** | **Genes Involved** | **Source** | **SuperPath** | **Score** | **Genes Involved** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Upregulated in Adult Monolayer Culture** | Cardiac Conduction | 22.84 | KCNJ4, ACTA2, ACTG2, ATP12A, DYSF, LMOD1, KCNK15, NPR1, RYR1, TPM1, TBX5, RYR2, DES | **Upregulated in Fetal Monolayer Culture** | Diseases of Glycosylation | 22.04 | ADAMTS14, ADAMTS6, ADAMTSL3, CSPG5, GPC3, OGN, MUC1, THBS2, THBS1, SDC2 |
|  | Vascular Smooth Muscle Contraction | 18.99 | KCNJ4, ACTA2, ADRA1A, ADM, ADORA1, ACTG2, ADORA2A, CALCB, CALCA, EDN1, NPR1, RYR1, RYR2 |  | Phospholipase-C Pathway | 20.44 | FGF19, EPYC, ACTA2, ACTA1, ADCY5, COL11A1, FGF21, ELN, FGF5, OGN, PPP1R14A, CCN2, COL5A2, ITGA7, MYL9, ITGA11, ITGA8, COL12A1, PLA2G2A, PLA2G5, TGFA, GDF6 |
|  | Smooth Muscle Contraction | 15.84 | ACTA2, ACTG2, DYSF, LMOD1, TPM1 |  | Degradation of the Extracellular Matrix | 18.94 | ADAMTS14, COL11A1, ELN, FBLN5, MMP17, COL5A2, MFAP4, ITGA7, ITGA11, ITGA8, NCAM1, COL12A1, LOX, THBS1, SDC2, SERPINE1 |
|  | Muscular Dystrophies and Dystrophin Glycoprotein Complex | 15.3 | ACTA2, ACTA1, ACTG2, DTNA |  | ERK Signalling | 17.99 | FGF19, EPYC, EPHB3, ACTA2, LIMS2, ACTA1, ADCY5, COL11A1, IL16, FGF21, EPOR, ELN, ATF5, CACNA1H, FGF5, CDH23, MAP3K5, OGN, CAMK2D, PPP1R14A, MUC1, CDC42EP3, MAP3K8, CCN2, COL5A2, ITGA7, MYL9, ITGA11, ITGA8, COL12A1, PRKAA2, TGFA, GDF6, GLI1, DES |
|  | Peptide Ligand Binding Receptors | 13.63 | GABRA5, ADRA1A, ADM, HTR1B, ADORA1, ADORA2A, HRH2, CALCB, CALCA, EDN1, CGA, NPFFR2, TRH, F2RL2, PTGDR, TBXA2R, BDKRB1 |  | Integrin Pathway | 17.51 | EPYC, ACTA2, ACTA1, ADCY5, COL11A1, AOC3, ELN, CACNA1H, MAP3K5, CAMK2D, RASSF5, COL5A2, MMP23B, ITGA7, MYL9, ITGA11, ITGA8, COL12A1, MMP28, THBS1, SDC2, SERPINE1 |
|  | Myometrial Relaxation and Contraction Pathways | 12.95 | ACTA2, ADRA1A, ACTA1, ADM, IGFBP5, IGFBP3, CALCA, RYR1, RYR2 |  | Dilated Cardiomyopathy | 16.95 | ADCY5, EDN1, ITGA7, ITGA11, ITGA8, PRKAA2, TPM1, RYR2, DES |
|  | Cytoskeleton Remodelling | 11.93 | ACTA2, ACTA1, ACTG2, REPS2 |  | Vascular Smooth Muscle Contraction | 16.95 | KCNJ4, ACTA2, ADCY5, ADM, AGTR1, EDN1, CAMK2D, PPP1R14A, NPR1, MYL9, SLC25A4, PRKAA2, PLA2G2A, PLA2G5, RYR2 |
|  | Degradation of the Extracellular Matrix | 11.83 | ADAMTS14, COL11A1, LAMA4, ELN, P3H2, ITGB3, MFAP4, NCAM1, THBS1 |  | Striated Muscle Contraction | 15.79 | ACTA2, ACTA1, MYL9, MYOM1, TPM1, DES |
|  | G Alpha Signalling Events | 11.73 | ADM, ADORA2A, HRH2, CALCB, CALCA, CGA, PTGDR |  | Cardiac Conduction | 14.18 | KCNH2, KCNJ4, ACTA2, DYSF, LMOD1, KCNK15, CAMK2D, NPR1, MYL9, TPM1, RYR2, DES |
|  | EPHA Forward Signalling | 11.67 | ACTA2, ACTA1, EPHA4, LYN |  | Amino Acid Synthesis and Interconversion | 14.1 | ASNS, GLS2, GPT2, PSAT1, PHGDH |

**(B)**

| **Source** | **SuperPath** | **Score** | **Genes Involved** | **Source** | **SuperPath** | **Score** | **Genes Involved** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Upregulated in Adult 3D Culture** | ERK Signalling | 24.9 | GAS1, FZD8, ACAN, COL13A1, CXCL14, ITGA10, FGF7, BIRC3, IGF1, ITGB4, FGF18, BMPR1B, FZD10, LTBP4, PDGFRA, CCL2, HAPLN2, TNFRSF21, SPON1, CACNA1G, PLCE1, PTN, MYH15, CDH1, CLEC11A, CCL1, CCL7, STAT4, NCF2, CDH3, COL6A3, MAP3K9, TCF7, PLCB1, TDGF1, RARG, TNFRSF25, ITGB8 | **Upregulated in Fetal 3D Culture** | Cytokine Immune System | 47.14 | EREG, IL18, ITGAX, IL36G, DUSP2, FGF7, BIRC3, DDX58, B2M, IRF7, GBP5, IRF1, IFIT2, GBP6, IL15, FGF1, IL11, IRF8, CCL5, FGF2, CD80, PDGFRA, CCL2, LIF, TNFRSF4, SOCS2, CD40, RASA2, IL1R1, NOS2, OASL, RET, IFIT3, SHC3, STAT1, NRG1, MMP9, TRIM2, VCAM1, RSAD2, XAF1, TNFRSF18, PSMB10, MMP1, PTGS2, TEC, PSMB8, TNFSF8, OAS2, TNFSF11, HGF, S1PR1, IL1RL2, ISG20, UBA7 |
|  | Degradation of the Extracellular Matrix | 20.22 | CTSL, ACAN, COL13A1, CTSK, ITGA10, JAM2, ITGB4, LTBP4, MMP16, CDH1, MMP9, COL6A3, LRP4, MMP13, VCAM1, ITGB8 |  | PAK Pathway | 39.74 | ACVRL1, DLL1, CXCL14, IL18, FGF7, ANGPT2, FGF12, BMP7, BMP6, BMP2, BMPR1B, IL15, FGF1, IL11, CCL5, FGF2, CD80, PDGFRA, NECTIN3, PRKAR2B, CCL2, LIF, TNFRSF4, SPON1, CD40, IL1R1, SEMA3A, MYH15, CDH1, PLPP3, RND3, CCL1, CCL7, NCF2, PTPRE, NRG1, PLA2G7, PTPRO, PTPRK, PTPRN, PLA2G4A, TNFRSF18, TCF7, NTRK1, TNFSF10, TNFSF8, TNFSF11, HGF |
|  | Integrin Pathway | 19.09 | ACAN, COL13A1, CXCL14, GSN, ITGA10, JAM2, ITGB4, CCL2, HAPLN2, SPON1, CACNA1G, MYH15, CCL1, CCL7, STAT4, NCF2, MMP9, COL6A3, MMP13, VCAM1, PLCB1, ITGB8 |  | NF-kappaB Signalling | 38.68 | LCP2, DDX58, B2M, IRF7, IRF1, IRF8, CCL5, CD74, CD274, CCL2, TNFRSF4, SOCS2, CD82, PRDM1, PTGS1, STAT4, NR4A1, STAT1, PECAM1, VCAM1, RSAD2, TNFRSF18, TBX21, TAP2, PTGS2, TEC, PSMB8, TNFSF11, REL, UBD, TLR3, CARD11 |
|  | Akt Signalling | 18.31 | GAS1, CXCL14, ITGA10, FGF7, LCP2, IGF1, ITGB4, FGF18, BMPR1B, LTBP4, PDGFRA, CCL2, TNFRSF21, SPON1, PLCE1, PTN, CLEC11A, CCL1, CCL7, STAT4, PLCB1, TDGF1, TNFRSF25, ITGB8 |  | Akt Signalling | 36.16 | ACVRL1, CXCL14, IL18, ITGAX, ITGA2, FGF7, ANGPT2, FGF12, LCP2, BMP7, GNG11, BMP6, ITGB4, BMP2, BMPR1B, IL15, FGF1, IL11, CCL5, ETV1, FGF2, CD80, PDGFRA, CCL2, LIF, TNFRSF4, SPON1, CD40, IL1R1, SEMA3A, PLPP3, RND3, CCL1, CCL7, STAT4, STAT1, NRG1, TNFRSF18, TEC, NTRK1, TNFSF10, TNFSF8, TNFSF11, HGF, ITGB8, TLR3 |
|  | PAK Pathway | 18.27 | GAS1, CXCL14, FGF7, IGF1, FGF18, BMPR1B, LTBP4, PDGFRA, CCL2, TNFRSF21, SPON1, PLCE1, PTN, MYH15, CDH1, CLEC11A, CCL1, CCL7, NCF2, PTPRD, TCF7, PLCB1, TDGF1, TNFRSF25 |  | ERK Signalling | 34.8 | ACVRL1, COL13A1, CXCL14, IL18, ITGAX, ITGA2, FGF7, ANGPT2, FGF12, ARHGEF3, BIRC3, BMP7, GNG11, BMP6, ITGB4, MCF2L, BMP2, BMPR1B, IL15, FGF1, IL11, CCL5, FZD10, FGF2, CD80, PDGFRA, PRKAR2B, CCL2, HAPLN2, LIF, TNFRSF4, SPON1, CD40, CACNA1G, IL1R1, NOS2, SEMA3A, MYH15, CDH1, COL24A1, PLPP3, RND3, CDH8, CCL1, CCL7, STAT4, CDH17, NCF2, STAT1, NRG1, CDH3, NET1, SPOCK3, TNFRSF18, PTGS2, TCF7, NTRK1, TNFSF10, TNFSF8, TNFSF11, HGF, ITGB8, WNT5A |
|  | Phospholipase-C Pathway | 18.19 | GAS1, ACAN, COL13A1, ITGA10, FGF7, LCP2, IGF1, ITGB4, FGF18, LTBP4, PDGFRA, HAPLN2, SPON1, PLCE1, PTN, CLEC11A, COL6A3, PLCB1, TDGF1, ITGB8 |  | Innate Immune System | 32.83 | CTSH, EREG, ADAM8, IL18, ITGAX, IL36G, CTSC, AP1S2, DUSP2, FGF7, LCP2, BIRC3, DDX58, B2M, IRF7, BPIFB4, GBP5, IRF1, IFIT2, GBP6, ATP8B4, IL15, FGF1, C5AR2, IL11, C2, C3AR1, IRF8, CAMK4, C1S, CCL5, CXADR, EEA1, CD74, FGF2, CD200, CD80, CD274, PDGFRA, IER3, PRKAR2B, CCL2, LIF, TNFRSF4, SOCS2, CD40, RASA2, IL1R1, NOS2, SNAP25, CDH1, OASL, RET, PDE1C, IFIT3, SHC3, SERPINB10, MMP25, NLRP3, NR4A1, NCF2, STAT1, NRG1, MMP9, PECAM1, SLC27A2, TRIM2, VCAM1, RSAD2, XAF1, TNFRSF18, PSMB10, TAP2, MMP1, PTGS2, TEC, PLAUR, PRKG1, PSMB8, TNFSF8, OAS2, TNFSF11, HERC6, HGF, REL, S1PR1, IL1RL2, ISG20, UBA7, TLR3, CARD11 |
|  | Apoptotic Pathways in Synovial Fibroblasts | 16.78 | GAS1, GSN, ITGA10, FGF7, LCP2, IGF1, ITGB4, FGF18, LTBP4, PDGFRA, SPON1, CACNA1G, PLCE1, PTN, CLEC11A, CRABP2, NCF2, SERPINF1, MMP9, RBP5, TDGF1, PERP, RARG, ITGB8 |  | TGF-Beta Pathway | 31.09 | IL18, ITGAX, ITGA2, FGF7, ANGPT2, FGF12, ARHGEF3, BMP7, GNG11, BMP6, ITGB4, MCF2L, BMP2, IL15, FGF1, IL11, CCL5, FGF2, CD80, PDGFRA, CCL2, SOCS2, SPON1, IL1R1, SEMA3A, CDH1, PLPP3, CCL1, CCL7, STAT4, STAT1, NRG1, NET1, TNFRSF18, PSMB10, TCF7, NTRK1, TNFSF10, PSMB8, HGF, ITGB8, UBD |
|  | ECM-Receptor Interactions | 16.16 | COL13A1, ITGA10, JAM2, ITGB4, CDH1, COL6A3, VCAM1, ITGB8, THBS4 |  | Pathways in Cancer | 27.11 | HHIP, DLL1, ITGA2, EDNRA, HEY2, FGF7, BIRC3, AXIN2, GNG11, BDKRB2, BMP2, IL15, FGF1, FZD10, FGF2, EDNRB, PDGFRA, NOS2, CDH1, RET, EPAS1, STAT4, STAT1, LPAR6, MMP9, NKX3-1, WNT16, MMP1, PTGS2, TCF7, NTRK1, HGF, WNT11, WNT7B, WNT5A |
|  | TGF-Beta Pathway | 15.96 | GAS1, ITGA10, FGF7, IGF1, ITGB4, FGF18, LTBP4, PDGFRA, CCL2, SOCS2, SPON1, PTN, CDH1, CLEC11A, CCL1, CCL7, STAT4, MAP3K9, TCF7, TDGF1, TNFRSF25, ITGB8 |  | Immune Response IFN Alpha/beta Signalling Pathway | 25.75 | IL18, IRF7, IRF1, IFIT2, IL15, IRF8, OASL, IFIT3, STAT1, RSAD2, XAF1, PSMB8, OAS2, ISG20 |
|  | Nanog in Mammalian ESC Pluripotency | 13.38 | GAS1, FZD8, FGF7, IGF1, FGF18, FZD10, LTBP4, PDGFRA, SPON1, PLCE1, PTN, CDH1, CLEC11A, CDH3, TCF7, PLCB1, TDGF1, WNT11 |  | Degradation of the Extracellular Matrix | 24.31 | ADAMTS1, COL13A1, ADAM8, ITGAX, ITGA2, JAM2, BMP7, ITGB4, F11R, BMP2, FGF2, NID1, MMP14, CDH1, COL24A1, MMP25, MMP9, PECAM1, SPOCK3, MMP13, VCAM1, MMP1, TLL1, ITGB8 |

**(A)** The GeneAnalytics pathway analysis tool used to determine the top pathways which are upregulated in monolayer cultures of fetal and adult tenocytes compared to 3D fetal and adult cultures respectively. **(B)** The GeneAnalytics pathway analysis tool used to determine the top pathways which are upregulated in 3D cultures of fetal and adult tenocytes compared to monolayer fetal and adult cultures respectively.

# Supplementary material for: Genome-wide transcriptome analysis reveals equine embryonic stem cell-derived tenocytes resemble fetal, not adult tenocytes
**Source:** Stem Cell Res Ther. 2020 May 19;11:184. doi: 10.1186/s13287-020-01692-w
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Box and whisker plots of COL1A2, SCX, THBS4 and TNMD expression over serial passaging. (A)COL1A2 expression at P0 is significantly higher than at P6 and P7. (B)SCX expression at P0 is significantly higher than at P4 through to P10. However, after P4 there is no significant change in SCX expression with further passage. (C)THBS4 expression at P0 is significantly higher than at P1 through to P10. However, after P4 there is no significant change in THBS4 expression with further passage. (D)TNMD expression at P0 is significantly higher than at P1 through to P10. However, after P1 there is no significant change in TNMD expression with further passage. Error bars represent the st.dev of 3 biological adult tenocyte lines. Statistical significance tested using linear regression analysis in R (v.3.5.2), with an asterisk (*) denoting statistical significance using P0 as the intercept. Figure S2. Additional Haematoxylin and Eosin (H&E) and Picro Sirius Red Staining Images. Hematoxylin and Eosin (H&E) and Picro Sirius Red staining of the remaining two biological lines of fetal, adult and ESC-derived 3D constructs. All cell types show similar collagen fiber alignment and collagen content within the constructs after 14 days of culture. Scale bar for H&E = 0.5 mm. Scale bar for Picro Sirius Red = 250 μm. Under light microscopy all collagen fibers are red following Picro Sirius Red staining, under polarized microscopy collagen type I fibers have yellow-orange birefringence and collagen type III fibers have green birefringence. Figure S3. Heatmap of top 100, 200 and 500 DE genes in adult and fetal tenocytes. Differential gene expression analysis for top 100, 200 and 500 genes DE in adult and fetal tenocytes. Dendrograms are based on Pearson correlation, with red and blue colours representing up and down regulated genes respectively. Samples with intermediate expression are represented in yellow. Groups are visualized in columns, with the coloured bar ab

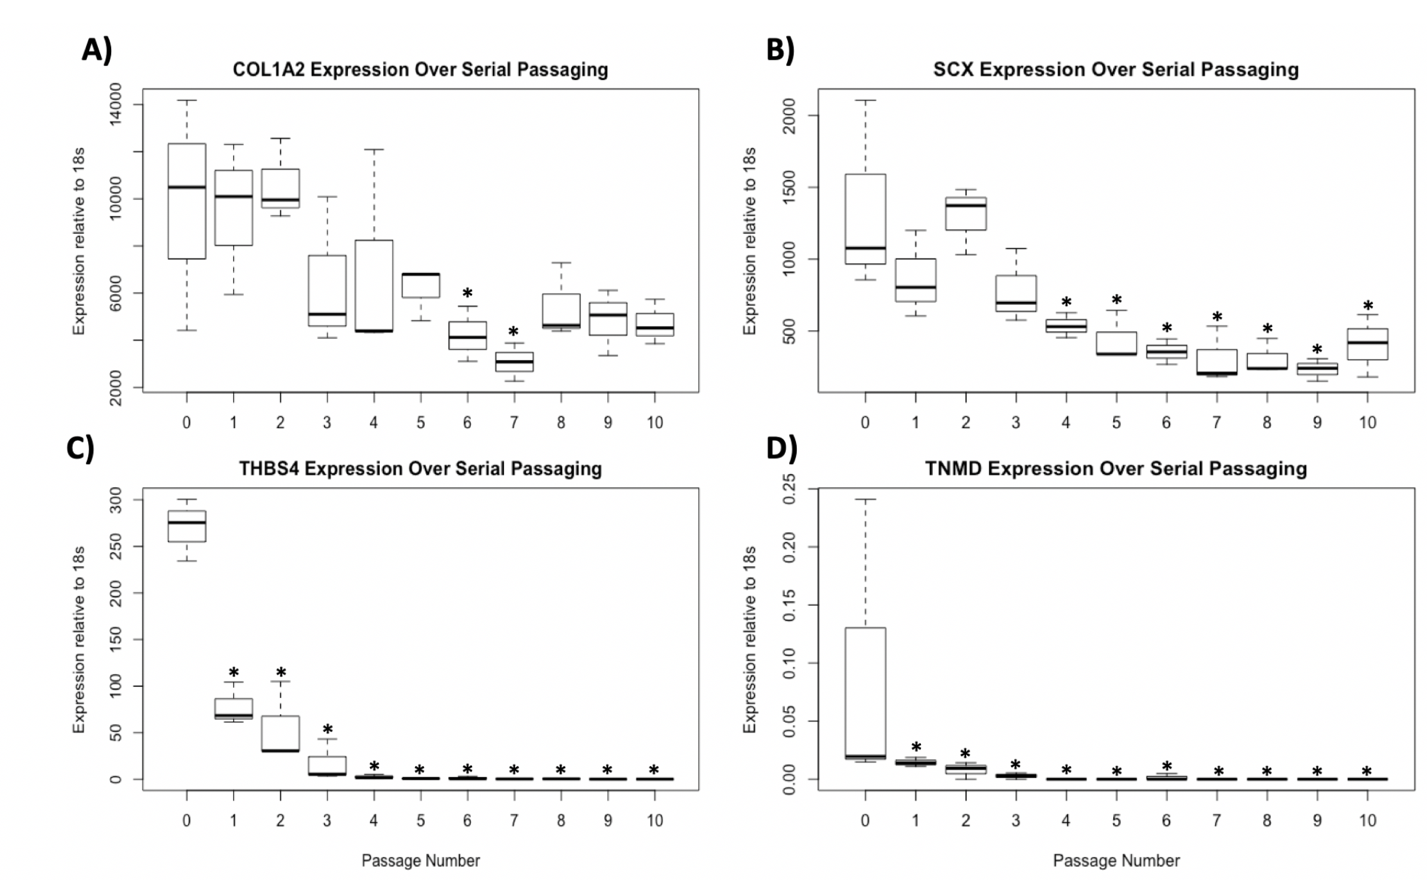

**Fig.S1*.* Box and whisker plots of COL1A2, SCX, THBS4 and TNMD expression over serial passaging. (A)** *COL1A2* expression at P0 is significantly higher than at P6 and P7. **(B)** *SCX* expression at P0 is significantly higher than at P4 through to P10. However, after P4 there is no significant change in *SCX* expression with further passage. **(C)** *THBS4* expression at P0 is significantly higher than at P1 through to P10. However, after P4 there is no significant change in *THBS4* expression with further passage. **(D)** *TNMD* expression at P0 is significantly higher than at P1 through to P10. However, after P1 there is no significant change in *TNMD* expression with further passage. Error bars represent the st.dev of 3 biological adult tenocyte lines. Statistical significance tested using linear regression analysis in R (v.3.5.2), with an asterisk (*) denoting statistical significance using P0 as the intercept.

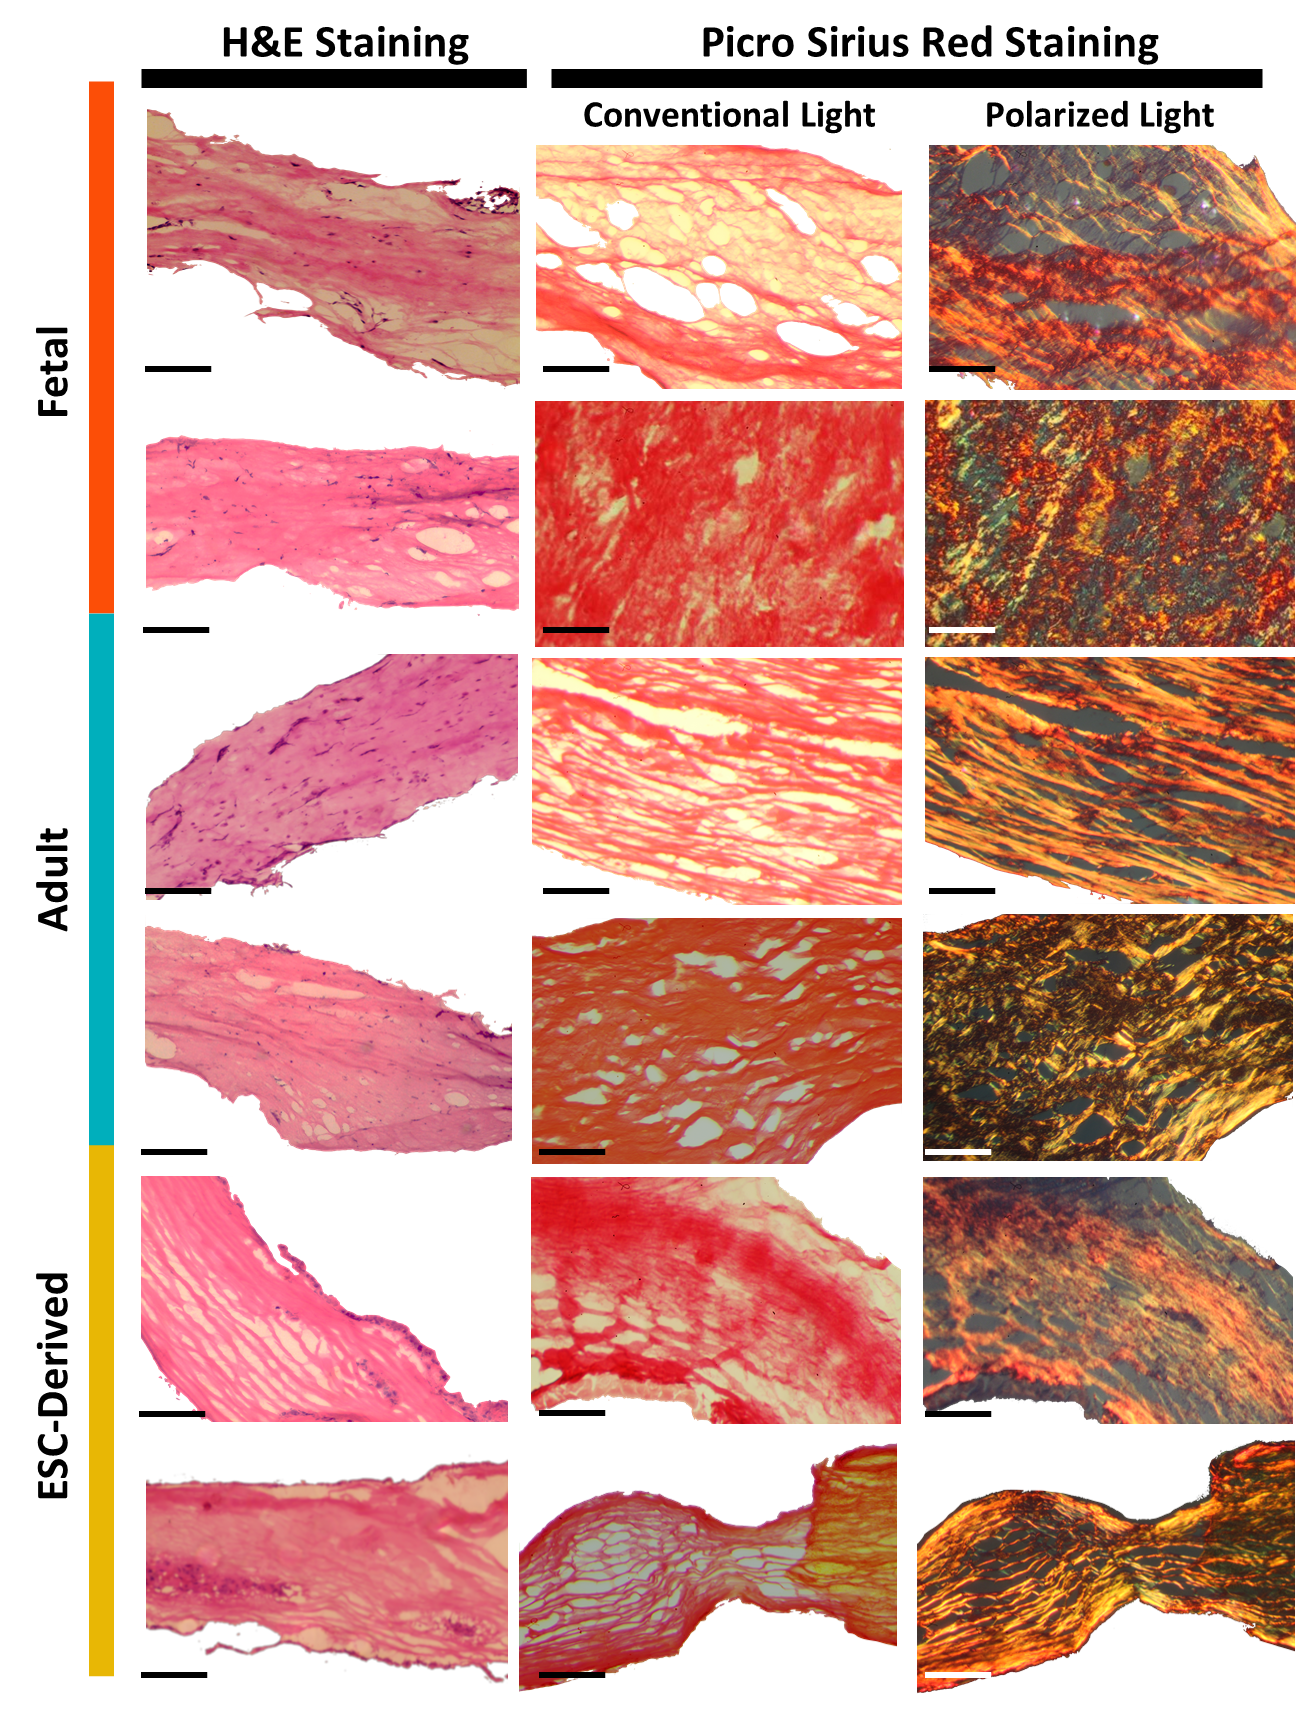

**Fig.S2*.* Additional Haematoxylin and Eosin (H&E) and Picro Sirius Red Staining Images.** Hematoxylin and Eosin (H&E) and Picro Sirius Red staining of the remaining two biological lines of fetal, adult and ESC-derived 3D constructs. All cell types show similar collagen fiber alignment and collagen content within the constructs after 14 days of culture. Scale bar for H&E = 0.5 mm. Scale bar for Picro Sirius Red = 250 µm. Under light microscopy all collagen fibers are red following Picro Sirius Red staining, under polarized microscopy collagen type I fibers have yellow-orange birefringence and collagen type III fibers have green birefringence.

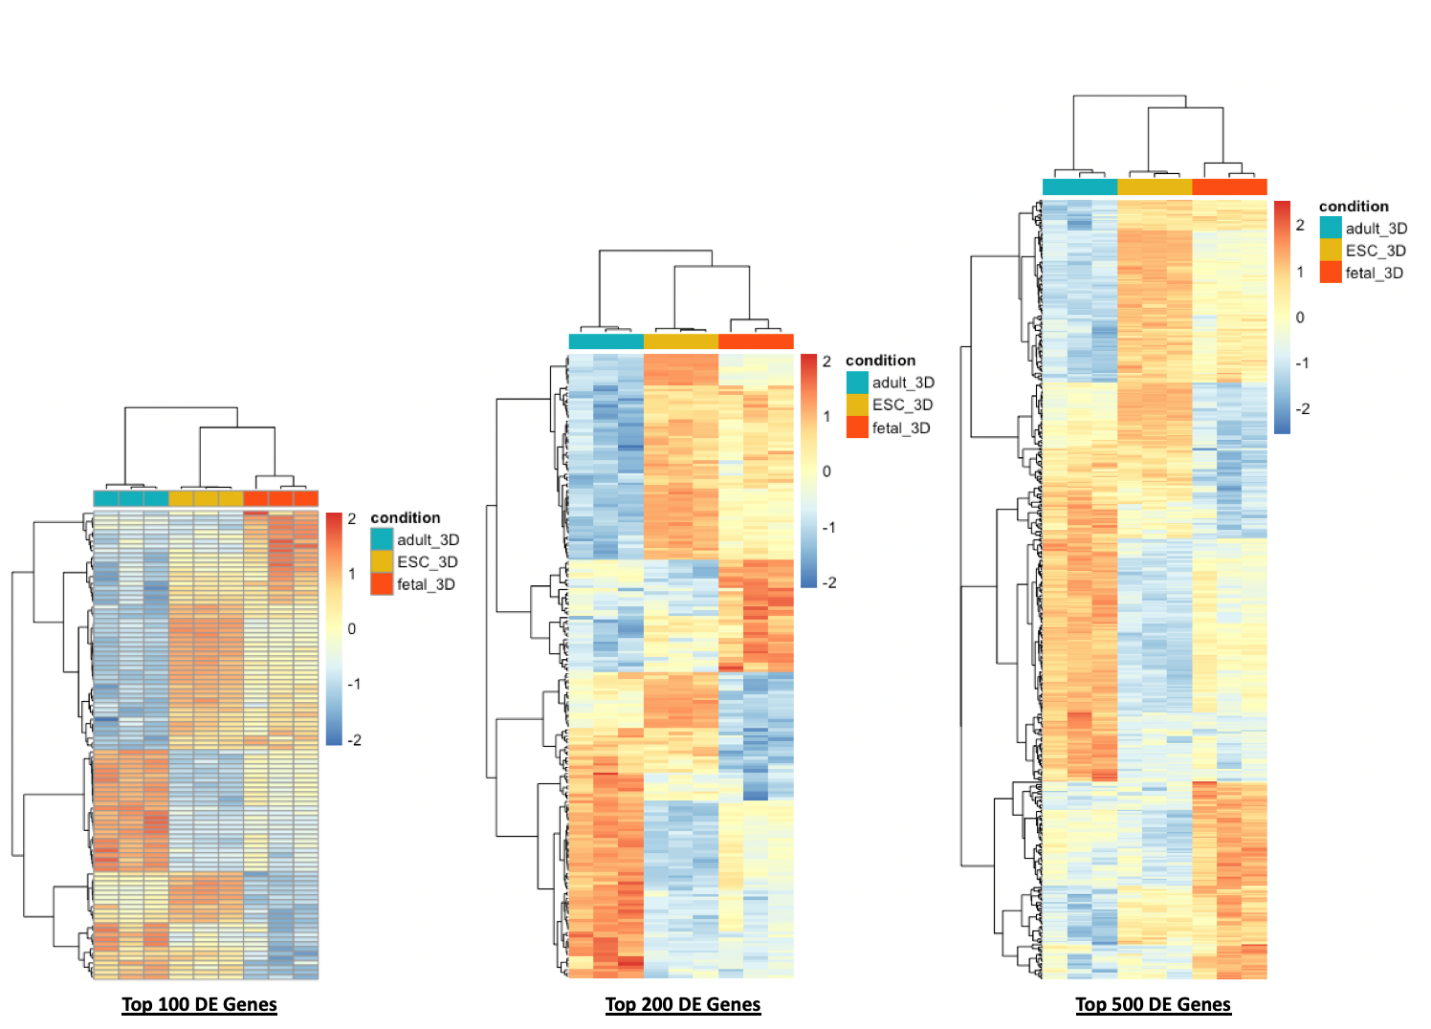

**Fig.S3*.* Heatmap of top 100, 200 and 500 DE genes in adult and fetal tenocytes.** Differential gene expression analysis for top 100, 200 and 500 genes DE in adult and fetal tenocytes. Dendrograms are based on Pearson correlation, with red and blue colours representing up and down regulated genes respectively. Samples with intermediate expression are represented in yellow. Groups are visualized in columns, with the coloured bar above the heatmap indicating the grouping variable. Genes are represented in individual rows, with patterns of up and down regulated genes being classified into clusters.

How the deposited data were processed for this re-analysis (not part of the article)

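RNA from 3D constructs of equine adult tenocytes, fetal tenocytes and ESC-tenocytes was analysed, with 3 lines per group, 1 library per line and 14 days of culture. The authors made the values with Salmon (quasi-mapping with GC-bias correction against the Ensembl horse transcriptome) and imported them to genes with tximport. They deposited estimated counts, not divided by library size or transcript length, for 21689 genes, of which 17648 had a count in at least 1 library. These values equal the counts sheet of Additional file 3 in all 1999 rows of the copy read here, within 0.01 or the rounding of that copy (a relative difference of 1e-05, a tolerance widened after 6 large values were seen to be rounded there). That sheet holds 21689 rows in full. Total counts per library ranged from 8965593 to 20705852. The libraries of inferred batch 1 (18536676 to 20705852) were deeper than those of inferred batch 2 (8965593 to 11109492), and all ESC-tenocyte libraries are in batch 2. A floor of 3 counts, the most that a count of 0 allows, was used for low genes and covers counting error only. The length offsets that tximport passes to DESeq2 were not used here.

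The estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr by group, which kept 13197 genes. Libraries were normalised by TMM and fitted with edgeR (version 4.0.16, R 4.3.3), using glmQLFit and glmQLFTest on all 9 libraries with group and batch as terms. The standard error of a log2 fold change was taken as its size divided by the square root of F. A gene was called DE with a log2 fold change of 2 or more and a Benjamini-Hochberg adjusted p under 0.01, the thresholds of the paper's methods. CPM values use TMM-scaled library sizes. DESeq2 (version 1.42.0), the tool of the paper's methods, was run on the same genes and design as an alternative, and its adjusted p-values given as NA were left so. Batch was removed with limma (version 3.58.1) only where stated.

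The methods state that batch correction was applied, and name 2 sequencing providers with different library kits, but neither the paper's text nor the sample labels assign the libraries to them. They were inferred before the deposited counts were read, from the supplementary counts and fold changes. Of the 255 splits of 9 libraries into 2 batches, 252 have an estimable batch term, and each was fitted to the 677 genes with a mean count above 200 in the copy of Additional file 3. The split with 271d, 319d, TB130911 and TB250718B as batch 1 came nearest, with a median absolute difference of 0.0358 from the paper's adult against ESC log2 fold changes. That difference was 0.123 without a batch term and 0.0852 for the next split. The batch is therefore an inference and not a record. No gene had a batch effect at an adjusted p under 0.01 in edgeR, and 1096 of 13197 genes had an unadjusted p under 0.05, where 660 would be expected by chance.

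The deposited counts carry Ensembl identifiers without names. The RefSeq gene table used for names (the thoroughbred assembly of RefSeq) matched 0 of the identifiers. The rule set before the data were examined was to name every gene the paper names for the 3D data, every member of lists of lineage, limb position, interferon, proliferation and myofibroblast genes, and the 3 genes of smallest p in each direction. Only 5 genes could be named, namely ACTA1, BMP7, COMP, IL1R2 and TGFBR1. Each was identified as the single row of the copy of Additional file 3 that matches 2 values printed in the paper. For TGFBR1 the tolerance was widened after the row was seen, since the printed fold change is cut off and not rounded. Tests of gene families and of the lists were therefore not run, and the GO and pathway results were not analysed here. A further pair of identifiers is printed, chosen after their values were seen.

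Principal components and distances used DESeq2 variance-stabilised counts. Groups of 3 lines were compared by exact permutation tests, which cannot go below a two-sided p of 0.1. The lines carry no shared replicate number. The pairs of lines within each group differed by far more than counting noise (chi-square per degree of freedom from 48.4 to 107), so that no pair is a repeat of one library. Alternatives were DESeq2, DESeq2's size factors in edgeR, no low-count filter, a mean CPM of at least 1, no batch term, only the 2 groups compared, glmTreat against a log2 fold change of 1, no fold change threshold, inferred batch 1 or 2 alone, and each library left out in turn. For the components and distances they were other gene sets, log2 CPM with a prior count of 2, removal of inferred batch and 1 minus Pearson's correlation. Of the choices named here, the edgeR likelihood ratio test, an adjusted p threshold of 0.05, edgeR's quasi-likelihood test with robust estimation of the spread, with its newer method or with both, the fit of only the 2 groups compared with no batch term, the variants of DESeq2 (no filter, no batch term, libraries left out) and the longer lists of top genes were added after the data were seen.

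The tests were checked on simulated counts for the 13197 genes, with 200 genes changed 4-fold or 8-fold in adult tenocytes and the dispersions estimated from the real libraries. Apart from these changes every library, ESC-tenocytes included, was given the mean profile of the adult and fetal libraries, with no batch effect. The changed genes were not drawn from those of low expression. With those dispersions edgeR called 126 of the 200 genes and 1 unchanged gene as DE among 12459 genes run. DESeq2 called 149 and 25 unchanged genes. With a common dispersion of 0.02 both called 156 of the 200 and no unchanged gene among 12466 genes, since the threshold of 2 equals the smaller of the simulated changes. The median absolute error of the log2 fold change was between 0.129 and 0.180. Figures were drawn with matplotlib 3.10.9.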

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

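Alternatives were fixed before the data were examined unless stated otherwise. No paired analysis was possible because the lines of the 3 groups are different animals or embryos with no shared number.

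The number of DE genes between adult and fetal tenocytes (21) depended on the processing more than any other result. It was 565 with DESeq2 (230 higher, 335 lower). It was 5 (3 higher and 2 lower, against 9 and 12) with DESeq2's size factors in edgeR, with no low-count filter, with a mean CPM of at least 1 and with only the 2 groups compared. It was 10 (5 higher, 5 lower) with no batch term and 2 with glmTreat against a log2 fold change of 1. In the libraries of inferred batch 1 alone it was 0, with 3331 genes at an unadjusted p under 0.05. It ranged from 1 (without adult line TB130911) to 15 (without ESC line IG) across the 9 fits that each left out 1 library, and was 5 or less in all of these but the fit without IG. Without a fold change threshold it was 29. After the data were seen, further settings were added, and they gave 517 with the edgeR likelihood ratio test, 292 at an adjusted p under 0.05, 601 with DESeq2 and no filter, 520 with DESeq2 and no batch term, 5 (3 higher, 2 lower) with robust estimation of edgeR's spread and 2 with only the 2 groups compared and no batch term. The newer quasi-likelihood method of edgeR gave 28, and 27 with robust estimation. With DESeq2 and 1 library left out, the count lay between 358 (without TB250718B) and 664 (without ESC line PW), and 19 to 21 of the 21 edgeR genes were among those called.

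Between adult and ESC-tenocytes (2284) and between fetal and ESC-tenocytes (1943) the counts changed by over 1.5 times under few settings. With only the 2 groups compared they were 971 (393 higher, 578 lower) and 643 (192 higher, 451 lower), fits in which 1 tenocyte library carries the batch term. Without a fold change threshold they were 3828 and 3226. DESeq2 with no batch term, added after the data were seen, gave 2994 for fetal against ESC-tenocytes. Across the 9 fits that left out 1 library they ranged from 622 (without adult line CD) to 2579 and from 282 (without fetal line 320d) to 2395, both highest without ESC line IG. Over 1.5 times lower were also 1427 (adult against ESC, without 320d), 1134 and 1275 (fetal against ESC, without CD and without HJ). The share of DE genes higher in tenocytes was 54.9% against ESC-tenocytes for adult and 54.2% for fetal lines. With 1 library left out the fetal share lay from 43.9% (without 319d) to 47.1% (without 271d) in most fits. It was 18.1% without 320d and 63.6% without IG. The adult share was 43.1% without CD, 62.0% without IG and from 49.2% to 50.7% in the other fits. The fetal majority thus did not hold in edgeR without most single libraries. In DESeq2 the fetal share was 57.3% with all lines and lowest, at 46.6%, without 320d. DESeq2 counts with 1 library left out ranged from 2182 to 3089 (adult) and from 1640 (without 320d) to 2907 (fetal). CD and 320d are the 2 tenocyte lines in inferred batch 2. The total of 4248 was 1619 with only the 2 groups compared, 7083 without a fold change threshold, 6464 with the edgeR likelihood ratio test, 6511 with DESeq2 and no filter and 6560 with DESeq2 and no batch term. It was 1760 without CD and between 1714 (without 320d) and 4989 (without IG) with 1 library left out in edgeR and between 4595 and 6623 in DESeq2. The cause of these changes was not tested, other than as given under other observations.

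The share of variance on PC1 (87.2%) was 78.0% with all filtered genes and 81.5% to 89.9% with 1 library left out, lowest without ESC line HJ. ESC-tenocytes stayed apart on PC1 in each fit. The distance of ESC-tenocytes to adult minus that to fetal tenocytes (7.40) kept its direction in all alternatives. It was 5.32 (without IG) to 9.84 (without TB130911) with 1 library left out, 11.8 with inferred batch removed and 10.9 on log2 CPM, and the exact p was 0.1, the smallest possible, or 0.2 (without 271d, 319d, 320d or IG).

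The share of top genes with ESC-tenocytes nearer fetal tenocytes (61.9%) was 73.3% with the genes ranked by DESeq2, which then differed from an even share in the exact binomial test at the threshold of 0.05. Lists added after the data were seen passed that threshold too, with 69.0%, 71.0%, 61.2% and 61.1% for the top 100, 200, 500 and all 565 DESeq2 genes, and with 70.0%, 69.5% and 59.0% for the top 100, 200 and 500 genes by edgeR without a threshold on adjusted p. The top 30 genes of that ranking, added likewise, gave 66.7% and did not pass it (exact binomial test, two-sided p = 0.0987). An even share is not the background of these lists, since 57.2% of all tested genes and 60.8% of those with a log2 fold change of 1 or more were nearer fetal tenocytes, and the lists were not tested against these shares. Other splits of the adult and fetal lines also gave uneven shares in DESeq2, so unevenness alone does not single out the real grouping. Each of those splits mixed fetal and adult lines in unequal numbers, and some put both tenocyte lines of inferred batch 2 together. They are thus no neutral comparison. With 1 library left out the share in the edgeR lists ranged from 53.3% (8 of 15 genes, without IG) to 100% (1 to 3 genes). The planned lists of 100, 200 and 500 genes could not be made from the 21 edgeR genes, and the gene families and gene lists were not run.

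Among the named genes, only the adult against ESC comparison of BMP7 changed direction, at counts of 5 or fewer. Its log2 fold change of -0.88 became 0.49 with no batch term, 0.01 in the batch 2 libraries only, 0.00 without 320d and 2.78 without IG, the other fits that left out 1 library reaching -1.42 (without PW), and in settings added after the data were seen 0.55 with DESeq2 and no batch term and 0.05 and 1.60 with DESeq2 without 320d and without IG. Of the other values of named genes under an alternative, 388 kept their side of the threshold, 61 passed it where the reported value had not, 17 no longer passed it, and 1 value without a test, the IL1R2 adult against ESC log2 fold change in the batch 2 libraries alone (-14.08), moved by more than its error. Log2 fold changes also moved by more than their error where the call stayed, such as those of IL1R2, to -14.62 (adult against ESC) and -13.90 (fetal against ESC) without 320d and to -14.43 (adult against ESC) with only the 2 groups compared. In the batch 2 libraries alone CD, with 0 counts of IL1R2, was the only adult library. In the other IL1R2 fits named here it was the only tenocyte library of inferred batch 2. These IL1R2 fold changes thus rest on a count of 0, which leaves their size open. The low counts of ACTA1 and BMP7 limit what can be said of them outside adult and fetal tenocytes, respectively.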

Differences from the paper's values

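Between adult and fetal tenocytes 21 genes were DE, against the paper's 542. With DESeq2's Wald test, set as an alternative before the data were examined and the tool named in the paper's methods, the count was 565, and none of the other alternatives set before the data were examined closed the gap. Among the settings added after the values were seen, the edgeR likelihood ratio test gave 517, DESeq2 without a filter 601 and DESeq2 without the batch term 520. In the same group of settings, each DESeq2 fit with 1 library left out gave a count between 358 and 664. The other counts, 2284 against the paper's 2940, 1943 against the paper's 2708 and 4248 in total against the paper's 6190, lay within 1.5 times, and DESeq2 gave 2946, 2768 and 6279. These fits used the inferred batch, which was itself chosen to approach the paper's adult against ESC fold changes.

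ESC-tenocytes were nearer fetal tenocytes in 13 genes of a list of 21, against the paper's 21 genes of a list of 30. With the genes ranked by DESeq2 it was 22 of 30. The other alternatives set before the data were examined gave lists of 1 to 15 genes, too short to reach the paper's count, and as shares of these lists they gave 53.3% to 100%, against 61.9% for the list of 21. Of the settings added after the values were seen, the top 30 genes by edgeR without a threshold on adjusted p gave 20 of 30 (exact binomial test, two-sided p = 0.0987).

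The log2 fold changes of the 5 named genes lay within 1 standard error of the paper's, while several adjusted p-values did not come near. The closeness of the fold changes is no independent check. The counts are the paper's own, and the batch was chosen to approach its adult against ESC fold changes. All of these genes but IL1R2 were also identified by a printed fold change. For TGFBR1 in adult against ESC-tenocytes the adjusted p was 0.00451 against the paper's 3.41e-09, and the log2 fold change was 1.91 against the paper's 2.064. This gene is DE in the paper, and here it lay under the fold change threshold in edgeR and in DESeq2, where the adjusted p was 7.87e-07. It was called in edgeR without a fold change threshold, without TB130911 and without HJ, and, in settings added after the values were seen, with DESeq2 without TB130911, without 320d and without HJ. The last of these also came near the paper's adjusted p, with 3.55e-09. Its adjusted p between adult and fetal tenocytes was 0.177 against the paper's 0.0226, and it was 0.0304 with DESeq2 and no batch term and 0.0278 with DESeq2 without HJ, both added after the values were seen. For COMP the adjusted p was 0.18 against the paper's 0.0374 (adult and fetal), 0.00657 against the paper's 6.05e-08 (adult and ESC) and 0.0263 against the paper's 0.00199 (fetal and ESC). DESeq2 gave 0.0299, 6.36e-08 and 0.0018. For the first of these, the libraries of inferred batch 1 alone gave 0.0411, and settings added after the values were seen gave 0.0315 (DESeq2, no filter), 0.0359 (DESeq2, no batch term), 0.0378 (DESeq2 without HJ) and 0.0299 (only the 2 groups compared, no batch term). For the other pair, DESeq2 with no filter, added after the values were seen, gave 7.02e-08 and 0.00192. The paper calls the fetal against ESC difference of COMP, which DESeq2 and the fit without IG also called, as did, among settings added after the values were seen, the edgeR likelihood ratio test, an adjusted p threshold of 0.05, DESeq2 with no filter or no batch term and each DESeq2 fit with 1 library left out other than those without 320d and without HJ.

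For IL1R2 the adjusted p was 0.000138 against the paper's 9.92e-37 (adult and ESC) and 0.000235 against the paper's 3.62e-37 (fetal and ESC), and DESeq2 gave 7.75e-40 and 2.65e-40. For BMP7 in adult against fetal tenocytes it was 0.0241 against the paper's 1.05e-07. The paper calls this gene, which DESeq2 called here (6.69e-11), as did, among settings added after the values were seen, the edgeR likelihood ratio test, an adjusted p threshold of 0.05, DESeq2 with no filter or no batch term and all 9 DESeq2 fits with 1 library left out. Of these, the fit without TB250718B gave 1.56e-07. For ACTA1, tested without a filter on low counts, it was 0.05 against the paper's 0.000471 (adult and fetal) and 0.00884 against the paper's 0.000557 (adult and ESC). The paper calls both differences. DESeq2 without a filter, added after the values were seen, called the first at 6.18e-05, and so did the DESeq2 fits without TB130911, 271d, 319d, HJ, IG or PW, added likewise and run on filtered genes, of which that without HJ gave 0.000668. The second was called here. No alternative set before the data were examined brought the adjusted p of TGFBR1, IL1R2, BMP7 or ACTA1 in these comparisons within 1.5 times the paper's.

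The paper gives 21,689 mapped genes in its results and 26,991 in its discussion. The deposited counts list 21689.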

Other observations

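Chosen only after the result was seen were the tests that compare edgeR with DESeq2 counts and the draws of thinned counts. So were the comparison of IG with adult and fetal profiles and its 10 most abundant genes. A fit of only adult and fetal tenocytes had been fixed before the data were examined. Its use as a test of the difference between tools was chosen later.

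Other splits of the same libraries gave few DE genes. For each comparison the 6 libraries make 10 splits into 3 and 3, and the real split gave the most genes in each, with 1 of the 10 splits reaching its count in edgeR and 1 of the 10 in DESeq2. With edgeR the 9 other splits gave 0 genes in all 3 comparisons. With DESeq2 they gave at most 60 genes for adult and fetal tenocytes (against 565), 19 for adult and ESC-tenocytes and 36 for fetal and ESC-tenocytes. Each other split has lines of both groups on each side, so a real group difference adds to the spread within the sides. Few calls in these splits, above all in those with ESC-tenocytes, are therefore no neutral comparison. As 10 splits cannot give a share under 0.1, a chance arrangement of the adult and fetal lines cannot be told apart from a difference between these groups by this test. Between adult and fetal tenocytes 29.7% of tested genes did not overlap, where chance gives 10%. Yet the distances between adult and fetal libraries (65.5 to 106) overlapped those among the fetal libraries (56.1 to 70.2). For the ESC-tenocytes both measures argue against chance. Their distances to the adult and fetal libraries (168.9 to 214.1) all exceeded the distances within the 3 groups (48.8 to 83.7), and 64.8% (adult) and 62.9% (fetal) of tested genes did not overlap with ESC-tenocytes, where chance gives 10%.

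The count of DE genes between adult and fetal tenocytes was 21 in edgeR and 565 in DESeq2, although the fold changes were nearly the same. Of the 565 genes, 555 also had a log2 fold change of 2 or more in edgeR and 561 an unadjusted edgeR p under 0.05. The difference in count is consistent with the allowance that edgeR's F test makes for the uncertain spread of each gene, since a likelihood ratio test on the same edgeR dispersions, without that allowance, gave 517 genes, 487 of them shared with DESeq2. A candidate cause that stays open is the spread among the ESC-tenocytes, which share the estimate of spread with the other groups. Without them edgeR gave 5 genes, but that fit also has fewer libraries from which to estimate the spread. On simulated counts with the dispersions of these libraries, DESeq2 called 25 unchanged genes beside 149 changed ones, and edgeR 1 beside 126. That gap was far smaller than the gap between 21 and 565, and the simulated ESC-tenocytes did not differ from fetal tenocytes. The simulation therefore cannot settle the cause of the difference in count or how many of the 565 calls are false. No biological explanation was tested for a difference between tools.

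All ESC-tenocyte libraries lie in inferred batch 2, which is also the batch of lower depth. The batch as the cause of the ESC differences was tested with the tenocyte lines of the same batch. Of the 622 genes DE between adult and ESC-tenocytes in the fit without adult line CD, 90.4% differed by a log2 difference of 2 or more in the same direction between CD and the ESC-tenocytes, and all 622 differed in the same direction. For the 282 genes called without fetal line 320d, the share for 320d was 87.2%. As both sides of these comparisons lie in inferred batch 2, the values argue against batch as the cause of those calls. The calls came from fits with the batch term, and the check used the same ESC-tenocyte libraries as the calls. Genes with smaller differences were not covered by this test.

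ESC line IG lay nearer to the tenocytes than lines HJ and PW did. Its mean distance to the 6 tenocyte libraries was 178 ± 6.94 (SD, n = 6), against 209 ± 4.38 (SD, n = 6) for HJ and 205 ± 3.11 (SD, n = 6) for PW, and its distances to HJ (77.6) and PW (83.7) exceeded that between HJ and PW (55.8). Library depth was tested as the cause by thinning all libraries to the smallest total of 8965590 counts. The distance of IG was then still 178.1, which argues against depth. A hypothesis is that the IG library holds a share of RNA from tenocytes, in particular from fetal-like tenocytes. It was tested on the 110 genes with 3 counts or fewer in HJ and in PW and at least 20 CPM in all 6 tenocyte libraries, a choice that does not use IG. All 110 were thus picked from these libraries, since no list of marker genes with names could be used. All 110 were detected in IG, with at least 11 counts each. Their level in IG had a median of 7.61% of the tenocyte mean (quartiles 5.81% and 9.37%), and 101 of 110 lay within a factor of 2 of that median. Of the 100 genes for which this share predicts at least 30 counts, 0% were at or under 3 counts in IG. The 10 most abundant, at 348 to 909 CPM in tenocytes, had 70 to 535 counts in IG and at most 3 in HJ or PW.

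The profile of these 110 genes in IG followed fetal more closely than adult tenocytes. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.929 with the fetal mean and 0.740 with the adult mean, and the SD of the log2 ratio was 0.465 against 0.891. Relative to the fetal mean the share had a median of 7.92% (quartiles 6.88% and 9.60%). When that share of the fetal mean was taken out of the IG counts, the distance of IG to the tenocytes rose to 225.9, against 226.9 (HJ) and 222.5 (PW) in the same data, which is consistent with such a share being the whole of its nearness to the tenocytes. IG still lay at least 69.4 from the other ESC lines, against 60.6 between HJ and PW, so that the share does not account for all of its distance to them. The 110 genes that set the share are themselves part of that distance. Carry-over from 1 tenocyte library of this series stays open. Fetal line 319d had the smallest SD of the log2 ratio, 0.516 against 0.664 and 0.672 for the other fetal lines, or 0.777 times the next smallest. That SDs within a factor of 1.5 would count against 1 library had been set beforehand, but fetal lines resemble each other, so such SDs do not exclude it. In 100 draws of 319d counts thinned to its share, the SD over genes with at least 30 counts predicted was at most 0.223, against 0.479 in IG. The draws treat reads as independent and hold counting error alone, so that they do not decide it either. A share of near 8% could come from fetal-like tenocytes that arose in the IG construct itself or from cells, RNA or reads of another culture, and which of these it was could not be tested in counts of a whole construct. IG also had the highest passage of the ESC lines (16 against 12 and 14), which was not tested. The paper does not report this share in IG. Its discussion proposes that the ESC-tenocytes are a heterogeneous population, and states that the percentage reaching the desired fate was not measured.

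Most ESC-tenocyte counts of COMP came from IG, with 177 in IG, 7 in HJ and 2 in PW. In Fig. 1d the ESC-tenocyte boxes of COL1A1, COL1A2 and COL3A1 also have an upper whisker far above their median. The nearness of ESC-tenocytes to fetal tenocytes did not rest on IG in these distances. With the share taken out, each line was still nearer fetal than adult tenocytes, HJ at 223.4 against 230.4, IG at 222.3 against 229.6 and PW at 220.2 against 224.8. As deposited, IG was at 172.1 against 183.5.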
